# Loss function of tumor suppressor FRMD8 confers resistance to tamoxifen therapy via a dual mechanism

**DOI:** 10.7554/eLife.101888

**Published:** 2025-04-11

**Authors:** Weijie Wu, Miao Yu, Qianchen Li, Yiqian Zhao, Lei Zhang, Yi Sun, Zhenbin Wang, Yuqing Gong, Wenjing Wang, Chenying Liu, Jing Zhang, Yan Tang, Xiaojie Xu, Xiaojing Guo, Jun Zhan, Hongquan Zhang

**Keywords:** FRMD8, breast cancer, ERα, tamoxifen resistance, UBE3A, Human, Mouse

## Abstract

Approximately 40% ERα-positive breast cancer patients suffer from therapeutic resistance to tamoxifen. Although reduced ERα level is the major cause of tamoxifen resistance, the underlying mechanisms remain elusive. Here, we report that FRMD8 raises the level of ERα at both transcriptional and post-translational layers. FRMD8 deficiency in *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice accelerates mammary tumor growth and loss of luminal phenotype, and confers tamoxifen resistance. Single-cell RNA profiling reveals that Frmd8 loss decreases the proportion of hormone-sensing differentiated epithelial cells and downregulates the levels of ERα. Mechanically, on one hand, loss of FRMD8 inhibits *ESR1* transcription via suppressing the expression of FOXO3A, a transcription factor of *ESR1*. On the other hand, FRMD8 interacts both with ERα and UBE3A, and disrupts the interaction of UBE3A with ERα, thereby blocking UBE3A-mediated ERα degradation. In breast cancer patients, *FRMD8* gene promoter is found hypermethylated and low level of FRMD8 predicts poor prognosis. Therefore, FRMD8 is an important regulator of ERα and may control therapeutic sensitivity to tamoxifen in ERα-positive breast cancer patients.

## Introduction

Breast cancer is the most commonly diagnosed cancer worldwide (Sung et al., 2021), and more than 70% of breast cancer are estrogen receptor α (ERα)-positive (Habara and Shimada, 2022). Although endocrine therapy is the most common systemic treatment for ERα-positive breast cancer in clinical practice, approximately 40% of patients still develop primary or secondary resistance to endocrine therapy (Badia et al., 2007; Légaré and Basik, 2016; Rondón-Lagos et al., 2016). Therefore, it is urgent and necessary to explore the mechanisms of endocrine therapy resistance and search for new therapeutic targets.

ERα is a ligand-activated transcription factor that is activated by estrogen and promotes cell proliferation during breast cancer development (Harbeck et al., 2019). Tamoxifen (TAM), a selective estrogen receptor antagonist, is the most widely used medicine in endocrine therapy. Tamoxifen competes with estrogen to bind with ERα and changes the conformation of ERα, thereby preventing the interaction between co-activators and ERα and inhibiting activation of ERα (Katzenellenbogen et al., 2018). Thus, the level of ERα is strongly correlated with reactivity and resistance of endocrine therapy. Uncovering the mechanisms by which ERα expression is regulated is essential for overcoming endocrine therapy resistance. Multiple transcription factors, such as AP-2γ, FOXO3, FOXM1, and GATA3, have been reported to bind to the promoter region of *ESR1*, the gene encoding ERα, and participate in transcriptional regulation of *ESR1* (Jia et al., 2019; Kos et al., 2001). In addition, post-translational modifications of ERα, including phosphorylation, acetylation, and ubiquitination, also have effects on subcellular localization, transcriptional activity, and stability of ERα (Rogatsky et al., 1999; Williams et al., 2009; Zhou and Slingerland, 2014). However, the mechanisms underlying the regulation of ERα expression are still not clear and require further investigation.

FERM domain-containing proteins are widely involved in processes such as the formation of macromolecular complexes, subcellular localization, functional activation, and signal transduction, thereby regulating the occurrence and development of tumors (Frame et al., 2010; Moleirinho et al., 2013; Zhan and Zhang, 2018). FRMD8, as a member of FERM domain-containing proteins, has been reported to bind with iRhom and enhance the stability of the iRhom/TACE complex on the cell surface, thereby preventing iRhom/TACE degradation mediated by lysosomes. TACE is responsible for cleaving and releasing TNF, and the absence of FRMD8 impairs the production of TNF (Künzel et al., 2018; Oikonomidi et al., 2018). Additionally, FRMD8 expressions in both microenvironment and tumor cells promote lung tumor growth (Badenes et al., 2023). FRMD8 inhibits colon cancer growth by preventing cell cycle progression. FRMD8 disrupts the interaction of CDK7 with CDK4, subsequently inhibiting CDK4 activation. Furthermore, FRMD8 competes with MDM2 to bind RB, thereby attenuating MDM2-mediated RB degradation (Yu et al., 2023). However, the roles of FRMD8 in breast tumorigenesis and progression need further exploration.

In this study, we found that loss of Frmd8 in luminal epithelial cells of *MMTV-PyMT* mice accelerates mammary tumor progression and luminal epithelial phenotype loss, and confers tamoxifen resistance. Single-cell RNA profiling reveals that the number of hormone-sensing differentiated cells is diminished and the level of ERα is decreased in Frmd8-knocked-out mammary tumors. FRMD8 not only increases *ESR1* expression, but also prevents ERα degradation by interrupting the interaction between ERα and the E3 ligase UBE3A. Further, a low FRMD8 level predicts poor prognosis in human breast cancer patients. Thus, we demonstrated that FRMD8 is an important ERα regulator and a vital tumor suppressive protein in breast cancer growth and drug resistance.

## Results

### Loss of Frmd8 promotes mammary tumor growth and generates tamoxifen resistance *in vivo*

To examine whether FRMD8 plays a role in breast tumorigenesis, we established luminal epithelium-specific *Frmd8* knockout mice (*MMTV-Cre*^+^; *Frmd8^fl/fl^*) (Figure 1A and B) and further generated a Frmd8-deletion breast cancer mouse model (*MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT*) by crossing *MMTV-Cre*^+^; *Frmd8^fl/fl^* mice with *MMTV-PyMT* (*PyMT*) mice, a widely used transgenic mouse model of mammary tumorigenesis (Figure 1C and D, Figure 1—figure supplement 1A and B). Compared with *MMTV-Cre*^-^; *Frmd8^fl/fl^*; *PyMT* mice, Frmd8 depleted in mice significantly promotes mammary tumor development (Figure 1E and F). The total tumor weight (Figure 1G) and number of tumors (Figure 1H) were markedly higher in *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice than the control mice. Histological examination of the breast tumors from *PyMT* mice using H&E staining revealed that the luminal epithelium was poorly differentiated in *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice tumors compared with the control mice (Figure 1I). Furthermore, immunohistochemical staining showed that the percentage of Ki67-positive cells was significantly elevated in mammary tumors of Frmd8-depleted mice (Figure 1J and K). These findings indicated that Frmd8 deficiency in the luminal epithelium accelerates mammary tumor growth in *MMTV-PyMT* mice and promotes cell proliferation.

**Figure 1.**
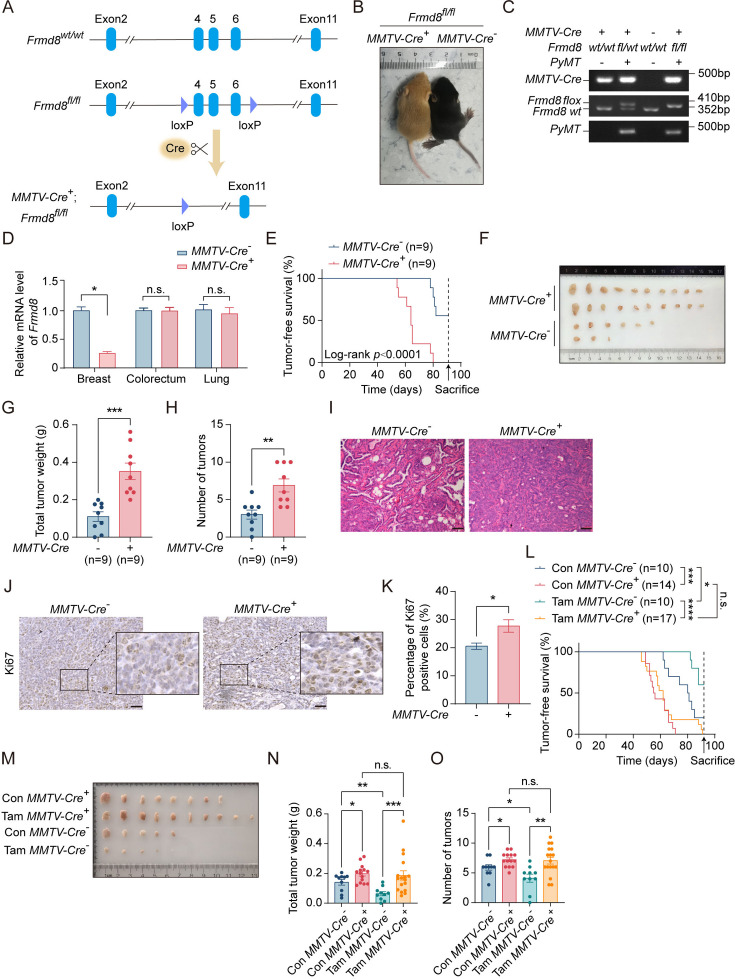
Loss of Frmd8 promotes mammary tumor growth and generates tamoxifen resistance *in vivo*. (**A**) A diagram of the *Frmd8* targeted alleles. Exons 4, 5, and 6 are flanked by loxp sites. (**B**) Distinguishing the genotype of littermate mice by mice coat color. Yellow represents *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* genotype, and black represents *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* genotype. (**C**) Representative PCR genotyping of mouse tail DNA. (**D**) Relative mRNA level of *Frmd8* in 7-week-old mammary glands from *PyMT* mice was analyzed by qRT-PCR. *Gapdh* was used as an internal reference. *p<0.05 by unpaired Student’s *t*-test, n = 3. (**E**) Kaplan–Meier plot showing the appearance of palpable tumors in *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* (n = 9) and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* (n = 9) mice (Log-rank test). (**F**) Representative images of tumors from *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice. (**G, H**) Total tumor weight (**G**) and number of tumors (**H**) per mice were measured. **p<0.01, ***p<0.001 by unpaired Student’s *t*-test. (**I**) Representative H&E staining of tumors from *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice. Scale bar, 50 μm. (**J**) Immunohistochemistry (IHC) staining for Ki67 expression in mammary tumors from *PyMT* mice. The black boxes represent the magnified typical staining of the original images. Scale bar, 50 μm. (**K**) Quantification of Ki67-positive cell percentage in (**J**). *p<0.05 by unpaired Student’s *t*-test, n = 3. (**L**) Kaplan–Meier plot showing the appearance of palpable tumors in *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice, with or without tamoxifen treatment (Log-rank test, *p<0.05, ***p<0.001, ****p<0.0001). (**M**) Representative images of tumors from *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice, with or without tamoxifen treatment. (**N, O**) Total tumor weight (**N**) and number of tumors (**O**) per mice from (**L**) were measured (n ≥ 10). *p<0.05, **p<0.01, ***p<0.001 by unpaired Student’s *t*-test or Mann–Whitney test. Figure 1—source data 1.Unedited gel pictures for Figure 1, indicating the relevant bands. Figure 1—source data 2.Original files for gel pictures displayed in Figure 1.

**Figure 1—figure supplement 1.**
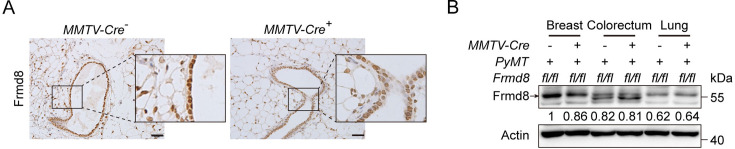
Loss of FRMD8 promotes breast cancer cell proliferation. (**A**) Immunohistochemistry staining for Frmd8 expression in mammary glands from *PyMT* mice. The black boxes represent the magnified typical staining of the original images. Scale bar, 50 μm. (**B**) Lysates from different tissues of *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice were examined by western blot. Specific bands are marked with an arrow. Figure 1—figure supplement 1—source data 1.Unedited western blot pictures for Figure 1—figure supplement 1, indicating the relevant bands. Figure 1—figure supplement 1—source data 2.Original files for western blot pictures displayed in Figure 1—figure supplement 1.

Since tamoxifen is commonly used for the treatment of ERα^+^/HER2^-^ breast cancer, we thus investigated whether loss of Frmd8 affects sensitivity of mammary tumors to tamoxifen treatment in mice. To this end, *MMTV-Cre*^-^; *Frmd8^fl/fl^*; *PyMT* mice and *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice were injected intraperitoneally with tamoxifen or corn oil as control every 2 days. The results showed that tamoxifen significantly prevents mammary tumor progression in the control mice (Figure 1L and M). However, mammary tumors of *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice showed no response to tamoxifen treatment (Figure 1L and M). Consistently, the total tumor weight (Figure 1N) and number of tumors (Figure 1O) of *MMTV-Cre*^-^; *Frmd8^fl/fl^*; *PyMT* mice were markedly decreased after tamoxifen treatment, whereas there was no difference in *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice (Figure 1N and O). Taken together, these findings demonstrated that loss of Frmd8 accelerates mammary tumor growth and generates resistance to tamoxifen therapy in Frmd8-depleted mice.

### Frmd8 knockout decreases the proportion of the hormone-sensing differentiated epithelial cells

To investigate the mechanism through which Frmd8 loss promotes mammary tumor growth and leads to tamoxifen resistance, we then performed single-cell RNA sequencing (scRNA-seq) analysis. 

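Single-cell RNA sequencing counts unique molecular identifiers (UMIs), each of which marks 1 captured RNA molecule, per gene and per cell barcode. The deposited data hold 4 libraries, 1 per mouse. Replicates 1 and 3 came from MMTV-Cre-; Frmd8fl/fl; PyMT mice (Cre-) and replicates 2 and 4 from MMTV-Cre+; Frmd8fl/fl; PyMT mice (Cre+). The authors deposited the raw UMI counts made by Cell Ranger, without normalization, for genes listed by Ensembl mouse identifier. The files name no genome build, so no coordinates are given. Cre- replicate 1 held 122658098 UMIs in 7020 barcodes, Cre- replicate 3 held 126843597 UMIs in 8017 barcodes and Cre+ replicate 2 held 112729231 UMIs in 7411 barcodes. These 3 libraries had been filtered to cells, with at least 500 UMIs per barcode. Cre+ replicate 4 was deposited with every barcode, empty droplets included, and held 157662955 UMIs. Its cells were called with an order-of-magnitude rule, which kept the 3874 barcodes over 10978 UMIs, with 121374615 UMIs, so the cells of this library start at a higher depth than those of the other libraries. In the called cells, Frmd8 (ENSMUSG00000024816), the gene deleted by Cre, was counted at 24.4 counts per 1000000 UMIs (CPM) in Cre- replicate 1, 24.2 CPM in Cre- replicate 3, 11.1 CPM in Cre+ replicate 2 and 12.9 CPM in Cre+ replicate 4.
Counts were normalized to 10000 UMIs per cell and log-transformed. The 2000 most variable genes, without Esr1, Pgr and Frmd8, were reduced to 30 principal components, integrated over the libraries with Harmony and clustered with the Leiden algorithm. The epithelial cells were then clustered again on their own, without integration. Clusters were named from lists of marker genes, and the class names here mean cells like those the paper names. Mice, not cells, were treated as replicates. Raw counts were summed per library and class, shares of cells were compared with exact permutation tests, and the sums were compared with the quasi-likelihood test of edgeR after TMM normalization. Standard errors given with this test were computed back from its log2 fold change and F statistic, and are approximate. Binomial intervals are exact (Clopper-Pearson) 95% intervals and cover counting error only, as do the limits given for a count of 0, which stand for 3 counts.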

Mammary tumors from 4-month-old *MMTV-Cre*^-^; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice were harvested and analyzed using the Chromium Single Cell 3' Reagent Kitsv3 (10× Genomics). Cells that passed quality control (QC) filter totaled 24,320, of which 11,606 cells were from *MMTV-Cre*^-^; *Frmd8^fl/fl^*; *PyMT*, and 12,714 cells were from *MMTV -Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice (Figure 2A). 

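The paper's limits were read as keeping cells with 200 to 5000 genes, fewer than 30000 UMIs and at most 20% mitochondrial UMIs. They kept 3876 of 7020 cells of Cre- replicate 1 (55.2%), 4978 of 8017 of Cre- replicate 3 (62.1%), 4614 of 7411 of Cre+ replicate 2 (62.3%) and 2337 of 3874 of Cre+ replicate 4 (60.3%). In total, 15805 cells remained, 8854 from Cre- and 6951 from Cre+ mice, or 4427 ± 779 cells per Cre- library (SD, n = 2) and 3475.5 ± 1610 per Cre+ library (SD, n = 2). The mitochondrial limit removed 23.3% of the cells of Cre- replicate 1, 18.9% of Cre- replicate 3, 19.8% of Cre+ replicate 2 and 0.516% of Cre+ replicate 4. The upper limits on genes and UMIs removed 21.5%, 19.0%, 18.0% and 39.2% of them in the same order. The median cell held 6070.5 UMIs in Cre- replicate 1, 5608.5 in Cre- replicate 3, 8151 in Cre+ replicate 2 and 18147 in Cre+ replicate 4, and 2131, 2006, 2624 and 3762 genes in that order. The number of cells per Cre+ library moved most when every barcode of Cre+ replicate 4 within the limits was kept, to a mean of 8467.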

After that, we profiled the three major cell lineages, including epithelial cells, immune cells, and stromal cells by the UMAP visualization (Figure 2B). 

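Epithelial cells, from clusters with markers such as Epcam and Krt8, made up 41.1% of the 3876 cells of Cre- replicate 1 (95% interval 39.5 to 42.6) and 40.6% of the 4978 cells of Cre- replicate 3 (39.2 to 42.0). In the Cre+ libraries they made up 43.3% of the 4614 cells of replicate 2 (41.8 to 44.7) and 36.6% of the 2337 cells of replicate 4 (34.6 to 38.6). The mean share was 40.8 ± 0.336% (SD, n = 2) in Cre- and 39.9 ± 4.72% (SD, n = 2) in Cre+ mice, a difference within the spread between replicates (two-sided exact permutation test, p = 1.00). Immune cells made up 45.0 ± 1.99% of the cells in Cre- and 52.2 ± 9.74% in Cre+ mice (SD, n = 2 each, exact permutation test, p = 0.667). Stromal cells made up 13.8 ± 2.75% in Cre- and 7.63 ± 4.68% in Cre+ mice (SD, n = 2 each, exact permutation test, p = 0.333, the smallest p that 2 mice against 2 allow). Without integration of the libraries, the epithelial share in Cre+ mice lay 12.1 percentage points above that in Cre- mice in place of -0.913 points. In that setting 14.0% of the cells of Cre- replicate 1, 20.1% of Cre- replicate 3, 11.1% of Cre+ replicate 2 and 0.428% of Cre+ replicate 4 stayed unnamed. The immune share, 7.25 points higher in Cre+ mice, lay -1.75 points from that in Cre- mice when barcodes of Cre+ replicate 4 with a profile unlike empty droplets were kept as cells too.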

Their associated top-expressed and canonical markers are shown in Figure 2—figure supplement 1A and B, respectively. Based on the expression of known markers, a total of 12 clearly separated cell lineages were finally identified (Figure 2C and D). In particular, they were as follows: B cells highly expressing *Cd19*, *Cd79a*, *Cd79b*; CD4^+^ T cells characterized with high *Cd3g* and *Cd4* expression; CD8^+^ T cells highly expressing *Cd3g* and *Cd8a*; dendritic cells (DCs) expressing *Cd74* and *Cd14*; endothelial cells specifically expressing the markers *Pecam1* and *Emcn*; epithelial cells expressing *Epcam* and *Krt8*; fibroblast cells high expressing *Col1a1* and *Col3a1*; granulocyte cells specifically expressing the markers *S100a9*; macrophage cells highly expressing *Cd14*, *Cd68* and *C1qa*; monocyte cells highly expressing *Cd14* and *Ccr2*; and natural killer (NK) cells specifically expressing *Nkg7* and *Ncr1* (Figure 2—figure supplement 1C). 

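In the 34 clusters of all cells, 11 classes were named from their markers, with T cells not split by Cd4 and Cd8a. A cluster stayed unnamed when it rested on fewer than 3 detected markers, when another class had more markers among its 10 leading genes, or when its cells were shallow and none of its markers led. Macrophages were the largest immune class, with 22.1% of the cells of Cre- replicate 1, 20.0% of Cre- replicate 3, 27.3% of Cre+ replicate 2 and 38.0% of Cre+ replicate 4. T cells made up 5.42%, 6.35%, 4.49% and 4.45% of the cells in that order, and fibroblasts 4.67%, 10.6%, 6.33% and 2.61%. The classes of B cells, dendritic cells, NK cells, granulocytes, monocytes, endothelial cells and pericytes each made up between 0.214% (B cells of Cre+ replicate 4, 5 of 2337 cells) and 7.09% (granulocytes of Cre- replicate 1, 275 of 3876 cells) of a library. Immune clusters in which another immune class led the genes were kept as other immune cells, with 3.22% to 6.67% of the cells of a library. The 2 unnamed clusters, led by the muscle gene Acta1 and by the mast cell gene Cma1, held between 0 and 29 cells of a library.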

The dot plots compared the proportion of cells expressing cluster-specific markers and their scaled relative expression levels (Figure 2—figure supplement 1D).

**Figure 2.**
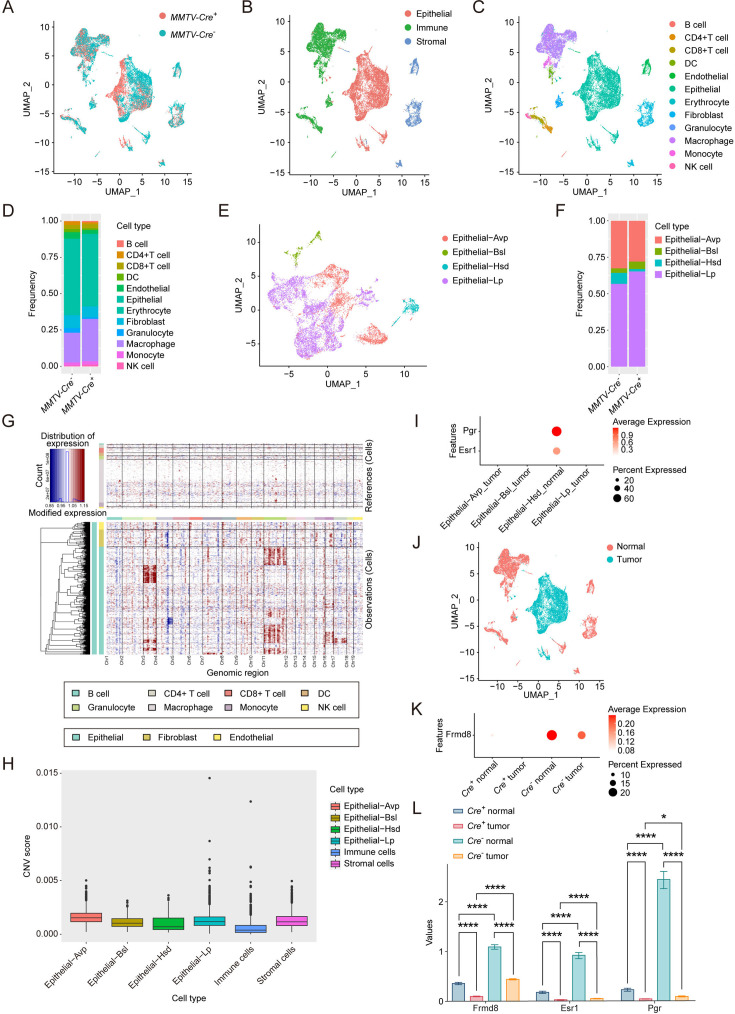
Frmd8 knockout decreases the proportion of the hormone-sensing differentiated epithelial cells. (**A**) T-SNE plot showing the distribution of cells from *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice. (**B**) T-SNE plot showing the distribution of epithelial, immune, and stromal cells. (**C, D**) T-SNE plot showing the distribution of main cell lineages (**C**) and their relative percentage (**D**). (**E, F**) T-SNE plot showing the distribution of epithelial cell lineages (**E**) and their relative percentage (**F**). (**G**) Heatmap showing distinct features of each cell lineages. Rows, genes. Columns, cells. The color key from blue to red indicates low to high gene expression. (**H**) Boxplot showing copy number variation (CNV) score of main cell lineages. (**I**) Dot plot showing the expression of *Esr1* and *Pgr* in epithelial cell lineages. (**J**) T-SNE plot showing the distribution of normal cells and tumor cells. (**K**) Dot plot showing the expression of *Frmd8* in normal and tumor cells from *MMTV-Cre^-^; Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^; Frmd8^fl/fl^*; *PyMT* mice. (**L**) Statistical analysis of *Frmd8*, *Esr1* and *Pgr* expression in normal and tumor cells from *MMTV-Cre^-^; Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^; Frmd8^fl/fl^*; *PyMT* mice. *p<0.05, ****p<0.0001 by Mann–Whitney test.

**Figure 2—figure supplement 1.**
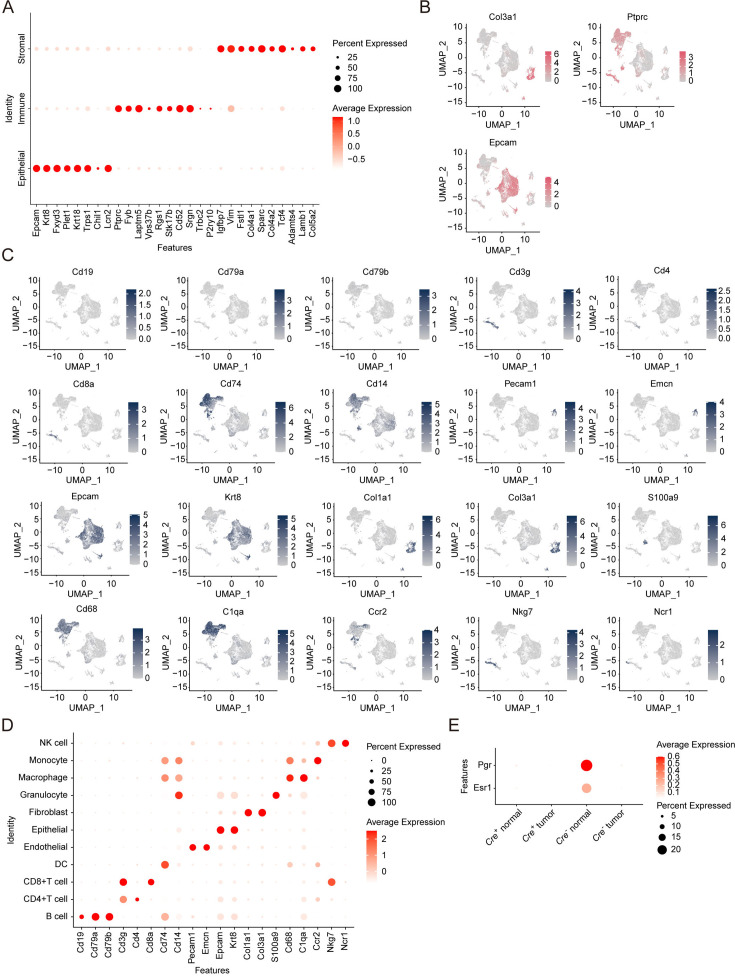
Distinct cell lineages determined by single-cell RNA-seq analysis. (**A**) Dot plot representing the expression level (red jet) and the number of expressing cells (dot size) of the top markers from main cell lineages. (**B**) T-SNE visualization of the expression level of main lineages markers. The color key from gray to pink indicates low to high gene expression. (**C**) T-SNE visualization of the expression level of the top markers from each of the cell lineages. The color key from gray to blue indicates low to high gene expression. (**D**) Dot plot representing the expression level (red jet) and the number of expressing cells (dot size) of the top markers from each of the cell lineages. (**E**) Dot plot showing the expression of *Esr1* and *Pgr* in normal and tumor cells from *MMTV-Cre^-^; Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^; Frmd8^fl/fl^*; *PyMT* mice.

To further explore whether the proportions of epithelial cells in mammary tumors were affected by Frmd8 loss, we subset and reidentified four epithelial cell clusters (Valdés-Mora et al., 2021), including alveolar progenitor (Avp), basal (Bsl), hormone-sensing differentiated (Hsd), and luminal progenitor (Lp) epithelial cells (Figure 2E). 

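The epithelial cells formed 17 clusters, of which 7 were named and 10 were not. At least 3 markers of a class, at least 1 of them among the 10 leading genes, were required for a name. Avp cells made up 562 of 1592 epithelial cells of Cre- replicate 1 (35.3%), 51 of 2021 of Cre- replicate 3 (2.52%), 517 of 1996 of Cre+ replicate 2 (25.9%) and 17 of 855 of Cre+ replicate 4 (1.99%). Bsl cells made up 4.65%, 11.3%, 5.31% and 10.2% in that order, and Lp cells 8.98%, 2.28%, 32.9% and 0.234%. The unnamed clusters took 37.8%, 83.7%, 33.8% and 87.6% of the epithelial cells. In each genotype, the shares of Avp and Lp cells differed between the mice by more than the counting error. Some named clusters were led by other programs, 1 Avp cluster by the interferon genes Ifit3 and Rsad2 and 1 Bsl cluster by the hypoxia genes Adm and Bnip3. Nonagouti, a coat color gene far higher in tumor epithelial cells of both Cre+ libraries, was among the leading genes of 1 Lp, 1 Avp and 1 unnamed cluster. The sizes of these clusters were therefore not compared between genotypes. The rule for names was settled after the clusters had been seen and kept 4 clusters out of a class. They held 27, 419, 24 and 0 cells of an Avp-like cluster led by Spp1, 2, 11, 162 and 1 cells of an Lp-like cluster, 1, 52, 0 and 0 cells of a Bsl-like cluster and 0, 0, 0 and 30 cells of an Hsd-like cluster led by Crct1 and Klk6, each in the order Cre- replicate 1, Cre- replicate 3, Cre+ replicate 2 and Cre+ replicate 4.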

As expected, the epithelial cells were composed of luminal epithelial cells and basal epithelial cells, which were consistent with the cellular characteristics of the mammary glands. In contrast to control mice, the proportion of the Hsd epithelial cells was significantly decreased in *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice (Figure 2F).

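Hsd-like cells were 1 cluster with 10 of the 12 listed markers detected, found without use of Esr1, Pgr and Frmd8. In Cre- replicate 1 they made up 211 of 1592 epithelial cells, or 13.3% (95% interval 11.6 to 15.0). In Cre- replicate 3 they made up 5 of 2021, or 0.247% (0.0804 to 0.576). In Cre+ replicate 2 they made up 42 of 1996, or 2.10% (1.52 to 2.83), and in Cre+ replicate 4 none of 855, which allows a share of up to 0.351%. The mean was 6.75 ± 9.20% in Cre- and 1.05 ± 1.49% in Cre+ mice (SD, n = 2 each), a difference of -5.70 percentage points that lay within the spread between replicates (two-sided exact permutation test, p = 0.667, with 0.333 the smallest p that 2 mice against 2 allow). The difference rested on Cre- replicate 1: without it, the Cre+ share lay 0.805 points above that of Cre- replicate 3. Without Cre+ replicate 4, whose counts came from another Cell Ranger version and another cell calling, the difference was -4.65 points.
The share depended on the integration of the libraries. The setting fixed beforehand also integrated the epithelial cells with Harmony. It placed 162 (10.2%) of the epithelial cells of Cre- replicate 1 among the Hsd-like cells, 28 (1.39%) of Cre- replicate 3, 39 (1.95%) of Cre+ replicate 2 and 54 (6.32%) of Cre+ replicate 4. The means were then 5.78% in Cre- and 4.13% in Cre+ mice, a difference of -1.65 points (exact permutation test, p = 1.00, n = 2 each), which turned to 2.75 points without Cre- replicate 1 and 0.535 points without Cre+ replicate 2. That cluster was led by keratinocyte genes (Asprv1, Krt6a, Sprr1a, Krt16 and Klk8), which was judged by eye to go against its name, and the clustering without integration was used in its place. This choice was made with the counts per library in view, as the last of 3 settings, so the smaller Cre+ share was not obtained blind. Without integration at either step, the means were 10.4% and 1.45%.

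**Figure D1:**
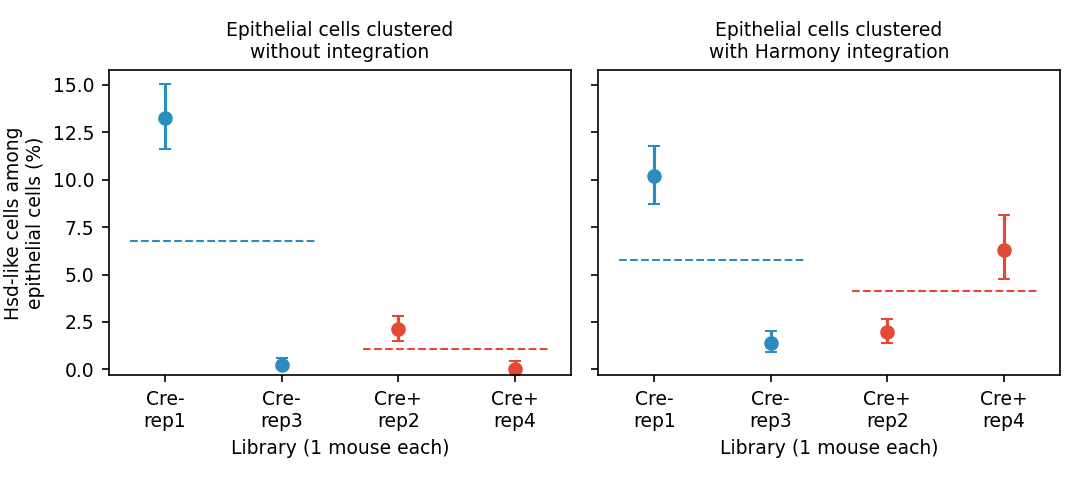
Share of Hsd-like cells among epithelial cells (y axis, percent) in each library (x axis), with the epithelial cells clustered without integration (left) or with Harmony (right). Points are libraries with exact 95% binomial intervals, and dashed lines are the means of the 2 libraries of a genotype. Cre- replicate 1 is highest in both panels, and Cre+ replicate 4 goes from 0 to 6.32%.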

To define the tumor cells in the mouse mammary tumors, we applied inferCNV algorithm to calculate the copy number variations (CNVs) of the single cells (Figure 2G). To this end, we analyzed CNV scores of epithelial subclusters, immune and stromal cells, revealing immune cells with low CNV score (Figure 2H). 

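A CNV score was computed in the manner of inferCNV, which infers gains and losses of chromosome segments from expression averaged over neighboring genes. From each cell's log-normalized expression, the mean of the immune cells of the 4 libraries was subtracted and differences were limited to 3 in either direction. They were averaged over moving windows, with 50 genes on either side of a gene, along each of 19 autosomes and centered on the median of the cell, and the score was the mean square of the result. The 6410 genes with a mean log-normalized expression of at least 0.1 were used. Their order came from the GENCODE M21 annotation of assembly GRCm38, which held 32158 of the identifiers in the files (99.6%).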

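The median CNV score of immune cells was 0.00335 in Cre- replicate 1 (1797 cells), 0.00297 in Cre- replicate 3 (2168 cells), 0.00267 in Cre+ replicate 2 (2091 cells) and 0.00206 in Cre+ replicate 4 (1381 cells). The immune cells were the reference, which by itself lowers their score. Stromal cells, which were no part of the reference, had medians of 0.00453, 0.00464, 0.00476 and 0.00370 in that order. In every library these lay above the immune cells and below the epithelial cells outside the Hsd-like cluster, whose medians were 0.00511, 0.00516, 0.00525 and 0.00460.

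**Figure D2:**
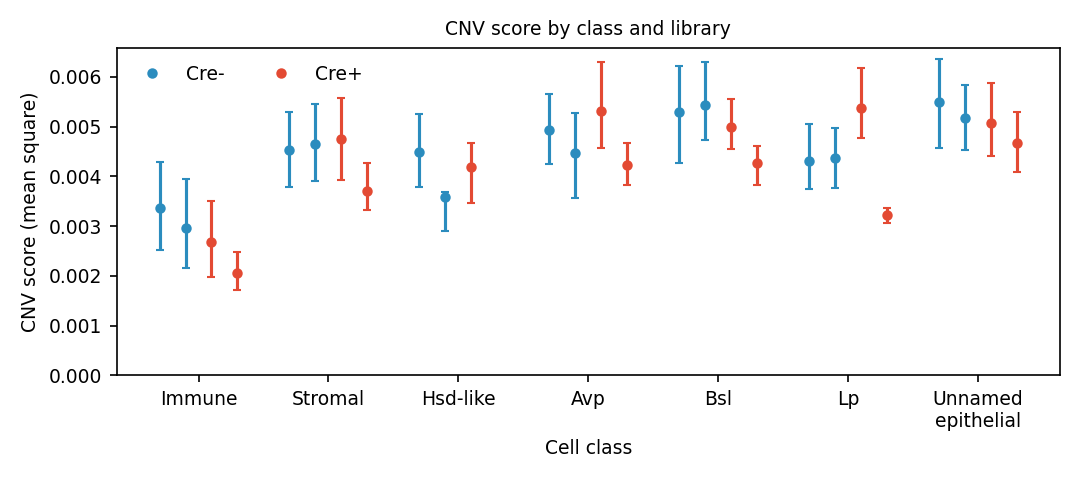
CNV score (y axis, mean square of the smoothed expression difference) of the cell classes (x axis) in each library. Points are medians and bars run from the lower to the upper quartile of the cells. Immune cells lie lowest in every library, and the Hsd-like cells lie below the Avp and Bsl cells of their library, but above the Lp cells in Cre- replicate 1.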

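The Hsd-like cells had a median CNV score of 0.00449 in Cre- replicate 1 (211 cells), 0.00359 in Cre- replicate 3 (5 cells) and 0.00419 in Cre+ replicate 2 (42 cells). This was below the median of the other epithelial cells by -0.000623, -0.00157 and -0.00106, a mean difference of -0.00109 ± 0.000474 (SD, n = 3 mice, exact sign-flip permutation test, p = 0.25, the smallest p that 3 mice allow). The difference was -0.00145 with windows of 51 genes. With Harmony over the epithelial cells, it was -0.000526, lower in 3 of 4 mice and higher by 0.000165 in Cre+ replicate 4. By class, the Hsd-like median lay below those of Avp and Bsl cells in all 3 mice. Lp cells lay at 0.00430 in Cre- replicate 1, below the Hsd-like cells of that mouse, and above them at 0.00437 in Cre- replicate 3 and 0.00538 in Cre+ replicate 2. With every cell thinned to 2000 UMIs, an alternative added after the data had been seen, Lp cells lay above Hsd-like cells in Cre- replicate 1 as well, at 0.00561 against 0.00550. Under Harmony no cluster was named Lp, and in Cre+ replicate 4 the Hsd-like median, at 0.00476, lay above those of Avp (0.00459) and Bsl cells (0.00428).
Esr1 (ENSMUSG00000019768) was counted at 80.5 CPM in the Hsd-like cells of Cre- replicate 1 (93 UMIs), 61.3 CPM in Cre- replicate 3 (4 UMIs) and 84.6 CPM in Cre+ replicate 2 (28 UMIs). Pgr (ENSMUSG00000031870) was counted at 259 CPM (299 UMIs), 184 CPM (12 UMIs) and 127 CPM (42 UMIs) in that order. In the other named epithelial classes, Esr1 reached at most 4.46 CPM (Bsl cells of Cre+ replicate 2, 4 UMIs) and Pgr at most 3.48 CPM (Avp cells of Cre+ replicate 2, 21 UMIs). In the unnamed epithelial clusters, Esr1 reached at most 2.70 CPM (11 UMIs) and Pgr at most 7.12 CPM (29 UMIs), both in Cre+ replicate 2. Among all classes Esr1 was not confined to Hsd-like cells, since fibroblasts held 62.3 CPM in Cre- replicate 1, 36.6 CPM in Cre- replicate 3, 62.5 CPM in Cre+ replicate 2 and 53.4 CPM in Cre+ replicate 4.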

Given that Hsd epithelial cells that specifically expressed *Esr1* and *Pgr* had lower CNV score than alveolar progenitor (Avp), basal (Bsl), and luminal progenitor (Lp) epithelial cells, we defined the low CNV score Hsd epithelial cells as normal cells (Figure 2H and I). Furthermore, we defined the high CNV score epithelial cells as tumor cells and plotted the UMAP visualization (Figure 2J). The results also showed that the expression of *Frmd8* was decreased in tumor cells compared with normal cells (Figure 2—figure supplement 1K and E). In addition, we observed that loss of Frmd8 significantly decreased the expression of *Esr1* and *Pgr* in normal cells of mammary tumors and decreased expression of Frmd8 in tumor cells accompanied with low expression of *Esr1* and *Pgr* compared with normal cells (Figure 2L, Figure 2—figure supplement 1E). 

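Tumor epithelial cells are here all epithelial cells outside the Hsd-like cluster, and normal cells are the Hsd-like cells. In Cre- replicate 1, Frmd8 was counted at 30.3 CPM in Hsd-like cells (35 UMIs, 95% interval 21.1 to 42.2) and 23.5 CPM in tumor epithelial cells (282 UMIs, 20.8 to 26.4). In Cre- replicate 3 it had no UMI in the 5 Hsd-like cells, which allows up to 46.0 CPM, and 23.5 CPM in tumor cells. In Cre+ replicate 2 it had 15.1 CPM in Hsd-like cells (5 UMIs, 4.91 to 35.3) and 6.51 CPM in tumor cells. Cre+ replicate 4 had no Hsd-like cells and 9.15 CPM in tumor cells. In the 2 mice with a UMI in both classes, the level was lower in tumor cells, by less than the counting error in Cre- replicate 1 and Cre+ replicate 2. Between genotypes, Frmd8 in tumor cells was 23.5 ± 0.0479 CPM in Cre- and 7.83 ± 1.86 CPM in Cre+ mice (SD, n = 2 each), lower in both Cre+ mice than in both Cre- mice (exact permutation test, p = 0.333, the smallest p possible). By the edgeR quasi-likelihood test, its log2 fold change was -1.48 (standard error 0.36, unadjusted p = 0.00853, Benjamini-Hochberg adjusted p = 1.00). The test called 0 of 13837 genes at an adjusted p of 0.05, with 211 at an unadjusted p under 0.05. Of the 7 genes named by the paper, 0 passed when adjusted over the list alone (Frmd8, adjusted p = 0.0597). The 3' counts measure any Frmd8 transcript with an intact 3' end, so a deletion of inner exons need not remove them.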

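Hsd-like cells were found in 2 Cre- mice and 1 Cre+ mouse, so no test of the genotype in these cells was possible. Esr1 was 70.9 ± 13.6 CPM in Cre- mice (SD, n = 2) and not lower in the Cre+ mouse. Pgr was 221 ± 52.9 CPM in Cre- mice (SD, n = 2), and the Cre+ mouse lay below both of them. In Cre- replicate 1 and Cre+ replicate 2, the intervals for Pgr were 230 to 290 CPM and 91.5 to 172 CPM. That of Cre- replicate 3, with 12 UMIs, was 95.1 to 321 CPM and overlapped both. These intervals cover counting error only, not differences between cells, and the 299 UMIs of Cre- replicate 1 lay in 82 of 211 cells. With every cell thinned to 2000 UMIs, Pgr was seen in 32.2% of its Hsd-like cells (95% interval 23.9 to 41.4). In Cre+ replicate 2 it was seen in 21.2% (8.98 to 38.9), so the intervals of the shares overlap. Without thinning, the shares were 38.9% and 47.6%. Mean Frmd8 differed between the genotypes by -0.0448 CPM, with the 0 of Cre- replicate 3 (limit 46.0 CPM) in the mean, and by -15.2 to 15.1 CPM when 1 library was left out.
With Harmony over the epithelial cells, the setting fixed beforehand, all 4 libraries held cells named Hsd-like and the genotypes could be compared. In Cre+ mice the SD exceeded the mean, with 45.8 ± 64.7 CPM for Esr1 and 67.0 ± 94.8 CPM for Pgr (n = 2). In Cre+ replicate 4, the cells named Hsd-like had Prlr, Cited1 and Foxa1 at 0.223%, 0.896% and 0% of the mean of the other libraries. Wnt5a, Fxyd2 and Ly6a, at 75.1%, 71.6% and 57.7%, went the other way. Cells of another kind may thus enter the Cre+ values. By the edgeR test, Esr1 had a log2 fold change of -0.53 (standard error 1.48), Pgr of -1.47 (1.55) and Frmd8 of -1.22 (1.33), and 0 of 7268 genes were called, with 162 at an unadjusted p under 0.05. Leaving out 1 library turned the value for Esr1 positive, to 0.70 without Cre- replicate 1 and 0.55 without Cre+ replicate 4. When all cells other than tumor epithelial cells were taken as normal, as Fig. 2J colors them, Esr1 was 10.8 CPM in Cre- and 7.07 CPM in Cre+ mice (exact permutation test, p = 0.667, n = 2 each). Pgr was then 8.68 CPM in Cre- and 1.06 CPM in Cre+ mice (exact permutation test, p = 0.667, n = 2 each). These sums mix the shares of all the classes with the levels in them. Of their Esr1 UMIs, Hsd-like cells gave 93 and fibroblasts 116 of 289 in Cre- replicate 1, 4 and 112 of 207 in Cre- replicate 3 and 28 and 154 of 287 in Cre+ replicate 2, and fibroblasts gave 62 of 104 in Cre+ replicate 4, which had no Hsd-like cells.
In tumor epithelial cells, Esr1 was counted at 2.08 CPM in Cre- replicate 1, 2.15 CPM in Cre- replicate 3 and 2.41 CPM in Cre+ replicate 2, with no UMI in Cre+ replicate 4, which allows up to 0.195 CPM. Pgr was counted at 1.58, 1.32, 4.10 and 0.519 CPM in that order. The log2 fold change of Cre+ against Cre- in these cells was -0.83 for Esr1 (standard error 1.49) and 0.67 for Pgr (0.96), with an adjusted p of 1.00 for both (edgeR, n = 2 each). Without Cre+ replicate 4 the value for Esr1 was 0.13, and without Cre+ replicate 2 that for Pgr was -1.27. To compare shares of cells at 1 depth, each cell was thinned to 2000 UMIs, which left out 93 of 211, 0 of 5 and 9 of 42 Hsd-like cells in Cre- replicate 1, Cre- replicate 3 and Cre+ replicate 2. Esr1 was then seen in 14.7 ± 4.62% of the Hsd-like cells (SD, n = 3) and 0.442 ± 0.323% of the tumor cells (SD, n = 4), and Pgr in 37.8 ± 20.0% and 0.454 ± 0.206%. The Hsd-like means give equal weight to Cre- replicate 3, with 1 of 5 cells for Esr1 and 3 of 5 for Pgr. In Cre- replicate 1 and Cre+ replicate 2, the shares were 11.9% and 12.1% for Esr1 and 32.2% and 21.2% for Pgr. Macrophages, for comparison, gave 0.866 ± 0.292% for Esr1 and 0% for Pgr (n = 4), at a median depth before thinning of 9879 to 19784 UMIs against 8983 to 16946 in tumor cells. Frmd8 was seen in 2.42 ± 2.18% of the Hsd-like cells (SD, n = 3), 2.81 ± 1.64% of the tumor cells and 4.18 ± 0.979% of the macrophages (SD, n = 4 each). These means give no order of Hsd-like and tumor cells, since the first holds Cre- replicate 3, with 0 of 5 cells (a limit of 60%) against 4.42% of its tumor cells. In Cre- replicate 1 the shares were 4.24% of 118 Hsd-like cells and 4.01% of the tumor cells, and in Cre+ replicate 2 they were 3.03% of 33 cells (1 cell, 95% interval 0.0767 to 15.8) and 1.27%. Without thinning, the shares of Hsd-like and tumor cells were 37.4% and 1.29% for Esr1, 62.2% and 1.49% for Pgr and 7.91% and 11.7% for Frmd8. The Hsd-like values again hold the 5 cells of Cre- replicate 3, at 60% for Esr1, 100% for Pgr and 0% for Frmd8.
From the lower share of Hsd cells in Fig. 2F and the comparisons of Fig. 2L, the paper concludes that depletion of Frmd8 lowers the Hsd share and Esr1 and Pgr in these tumors. It also reports lower ERα and PR protein in stained tissue next to the tumors, and lower ESR1 mRNA after FRMD8 knockdown in human cells. These experiments were not examined here.

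**Figure D3:**
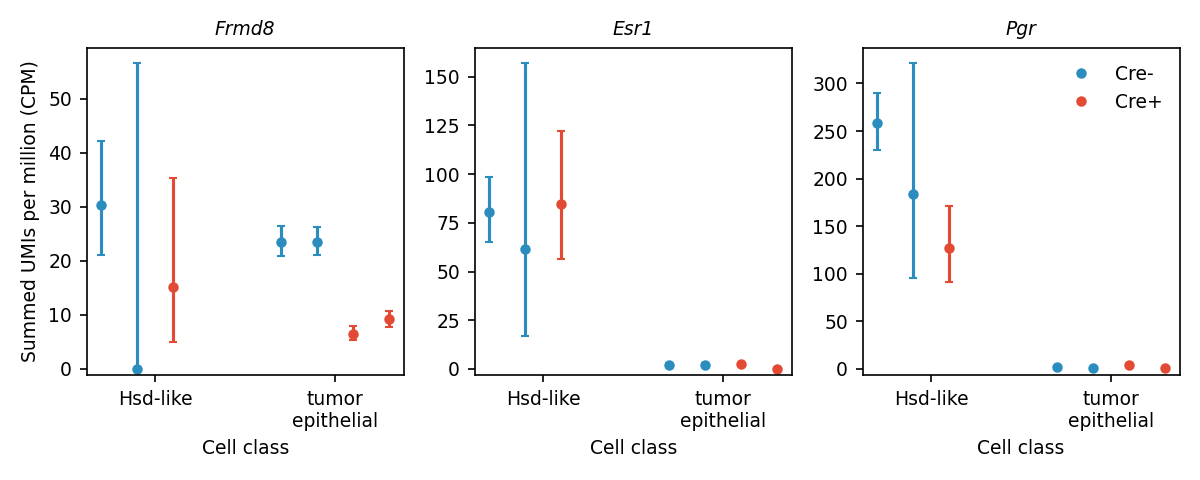
Frmd8, Esr1 and Pgr (y axis, summed counts per 1000000 UMIs) in the Hsd-like and tumor epithelial cells (x axis) of each library. Points are libraries with exact 95% Poisson intervals, which cover counting error only and not differences between cells. Cre+ replicate 4 has no Hsd-like cells. Esr1 and Pgr are higher in Hsd-like than in tumor cells of every library with both, and the Hsd-like intervals of the genotypes overlap for Esr1 and Frmd8. For Pgr that of Cre+ replicate 2 overlaps that of Cre- replicate 3 and lies below that of Cre- replicate 1.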

Taken together, these findings indicated that Frmd8 depletion in *PyMT* mice leads to decreases of the Hsd epithelial cells proportion and the expression of *Esr1* and *Pgr*.

### FRMD8 promotion of *ESR1* expression is mediated by FOXO3A

Given that scRNA-seq results suggested that loss of Frmd8 reduced the proportion of Hsd epithelial cells and the expression of *Esr1* and *Pgr*, multiple immunofluorescence staining analyses were then performed to examine the change of ERα and PR at the protein levels *in situ* in mammary tumors of 4-month-old Frmd8-depleted mice. Consistent with the scRNA-seq results, deficiency of Frmd8 dramatically decreased the levels of ERα, PR, and CK8, a marker of mammary luminal epithelium, in normal tissues adjacent to tumors (Figure 3A and B). *In situ* tissue flow cytometry analysis demonstrated that in normal tissues adjacent to tumor of the control mice, the proportion of ERα-positive cells among CK8^+^ cells were 45.49%, whereas this proportion was just 9.28% in *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice (Figure 3—figure supplement 1A). Similarly, the proportion of PR-positive cells among CK8^+^ cells was also reduced in normal tissues adjacent to tumor of *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice compared with the control mice (Figure 3—figure supplement 1B). FRMD8^high^ERα^high^ and FRMD8^high^PR^high^ cells were mainly present in normal tissues adjacent to tumor of *MMTV-Cre*^-^; *Frmd8^fl/fl^*; *PyMT* mice, whereas Frmd8 depletion led to FRMD8^low^ERα^low^ and FRMD8^low^PR^low^ cells markedly increased (Figure 3—figure supplement 1C and D). In mammary tumor tissues from both control mice and *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice, the expressions of ERα and PR were almost negative (Figure 3A and B). Since the expression of ERα is loss with tumor progression, to further clarify the regulation of Frmd8 on ERα, we performed immunohistochemistry (IHC) staining of mammary glands of 7-week-old *PyMT* mice, which had no palpable tumors. The results showed that Frmd8 depletion also markedly decreased the expression of ERα in normal and atypical hyperplasia breast tissues (Figure 3—figure supplement 1E). Taken together, these data suggested that the deficiency of FRMD8 downregulates the protein levels of ERα and PR in mammary tissues of *MMTV-PyMT* mice and accelerates the loss of luminal phenotype in mammary gland.

**Figure 3.**
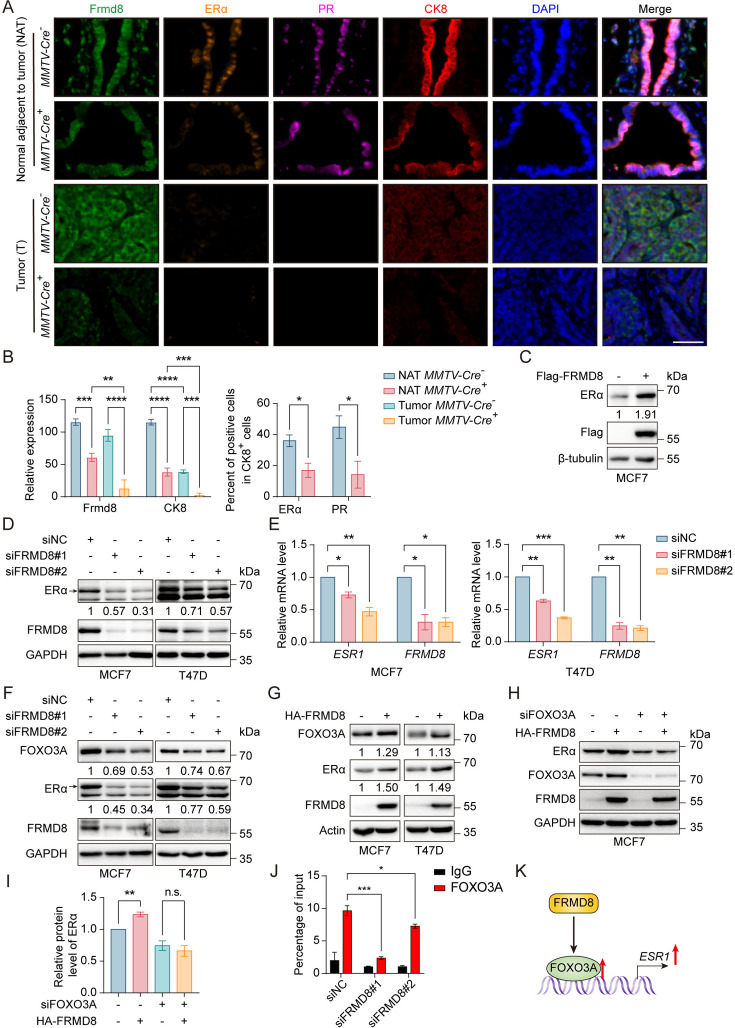
FRMD8 promotion of *ESR1* expression is mediated by FOXO3A. (**A**) Representative multiplex immunofluorescence images of tumor tissues and tissues adjacent to tumor from *MMTV-Cre^-^*; *Frmd8^fl/f^*^l^; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice. Scale bar, 50 μm. (**B**) Qualification of Frmd8 and CK8 expression (left panel) and ERα and PR-positive cell percentage in CK8^+^ cells (right panel) in (**A**). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001 by one-way ANOVA (left panel) or unpaired Student’s *t*-test (right panel), n ≥ 3. (**C**) Lysates from MCF7 cells transiently transfected with Flag or Flag-FRMD8 were immunoblotted. (**D**) Lysates from MCF7 and T47D cells transiently transfected with control or FRMD8 siRNA were immunoblotted. In this and subsequent figures, specific bands are marked with an arrow. (**E**) Relative mRNA levels of *ESR1* and *FRMD8* from MCF7 and T47D cells transiently transfected with control or FRMD8 siRNA were analyzed by qRT-PCR. *GAPDH* was used as an internal reference. *p<0.05, **p<0.01, ***p<0.001 by one-way ANOVA, n = 2. (**F**) Lysates from MCF7 and T47D cells transiently transfected with control or FRMD8 siRNA were immunoblotted. (**G**) Lysates from MCF7 and T47D cells transiently transfected with HA or HA-FRMD8 were immunoblotted. (**H, I**) Lysates of MCF7 cells co-transfected with HA-FRMD8 and FOXO3A siRNA as indicated were immunoblotted (**H**). ERα protein levels were quantified by normalizing to the intensity of the GAPDH band (**I**). **p<0.01 by unpaired Student’s *t*-test, n = 3. (**J**) Lysates of T47D cells transfected with control or FRMD8 siRNA were subjected to anti-FOXO3A ChIP-qPCR. *p<0.05, ***p<0.001 by one-way ANOVA, n = 2. (**K**) Working model for FRMD8 promotes *ESR1* transcription via upregulating FOXO3A expression. Figure 3—source data 1.Unedited western blot pictures for Figure 3, indicating the relevant bands. Figure 3—source data 2.Original files for western blot pictures displayed in Figure 3.

**Figure 3—figure supplement 1.**
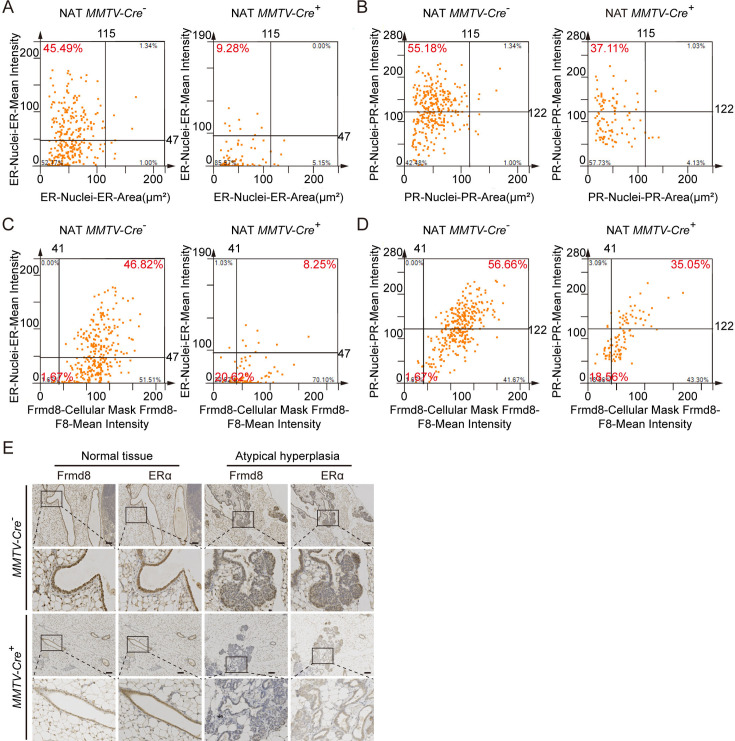
The expressions of ERα and PR decreased in Frmd8-deleted mammary tissues. (**A–D**) The scatter plot shows the cells in multiplex immunofluorescence images of normal tissues adjacent to tumor in *MMTV-Cre*^-^; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre*^+^; *Frmd8^fl/fl^*; *PyMT* mice. (**E**) Immunohistochemistry (IHC) staining for Frmd8 and ERα expression in 7-week-old mammary glands from *PyMT* mice. The black boxes represent the magnified typical staining of the original images. Scale bar, 100 μm.

It was known that the common endocrine treatment for non-metastatic breast cancer relies on the expression of ERα (Waks and Winer, 2019), and our results demonstrated that loss of Frmd8 promotes mammary tumor growth and confers tamoxifen resistance in mice. We thus aim to further examine whether FRMD8 regulates ERα expression. To this end, we transiently transfect Flag-FRMD8 vector or FRMD8 siRNA in human breast cancer cells. Our results showed that FRMD8 overexpression drastically increased the levels of ERα, while ERα expression was greatly downregulated when FRMD8 was knocked down (Figure 3C and D). Moreover, qRT-PCR results indicated that depletion of FRMD8 significantly decreased the mRNA level of *ESR1* (Figure 3E).

FOXO3A is a crucial transcription factor for *ESR1* (Jia et al., 2019). To answer whether FOXO3A is involved in the regulation of FRMD8 on ERα, we examined the expression of FOXO3A after silencing FRMD8 through transfecting siRNA into MCF7 and T47D cells. The results showed that FRMD8 silencing dramatically decreased the level of FOXO3A (Figure 3F). Consistently, overexpression of FRMD8 in MCF7 and T47D cells markedly raised the level of FOXO3A (Figure 3G). To examine whether FRMD8 promotes *ESR1* transcription through FOXO3A, HA-tagged FRMD8 as well as FOXO3A siRNA were co-transfected into MCF7 cells. Although exogenous FRMD8 significantly upregulated ERα expression, depletion of endogenous FOXO3A greatly reduced the effect of FRMD8 on ERα (Figure 3H and I). Besides, chromatin immunoprecipitation (ChIP)-qPCR was performed and revealed that depletion of FRMD8 significantly decreased the occupancy of FOXO3A at the *ESR1* promoters (Figure 3J). Altogether, these data indicated that FRMD8 promoted upregulation of *ESR1* is mediated by FOXO3A (Figure 3K).

### FRMD8 stabilizes ERα via prevention of its degradation

Although our results suggest that FRMD8 depletion inhibits the mRNA level of *ESR1*, unexpectedly, we also observed that decreased expression of FRMD8 led to a decreased level of exogenous Flag-ERα (Figure 4A). This result suggested that in addition to inhibiting mRNA expression of ERα, FRMD8 may also regulate ERα protein expression at the post-translational level. To this end, T47D cells were treated with cycloheximide (CHX), a protein synthesis inhibitor. Depletion of FRMD8 greatly increased the ERα turnover rate and the half-life of ERα decreased from 6 h to approximately 2 h (Figure 4B and C). Furthermore, MCF7 and T47D cells were treated with MG132, a proteasome inhibitor, and chloroquine (CQ), a lysosome inhibitor, to determine whether ERα degradation was mediated by the proteasome or the lysosome. The results showed that the reduction of ERα levels by FRMD8 depletion was blocked by treatment with MG132 but not CQ (Figure 4D). Altogether, these data suggested that FRMD8 stabilizes ERα protein by inhibiting its degradation via a proteasome-mediated pathway.

**Figure 4.**
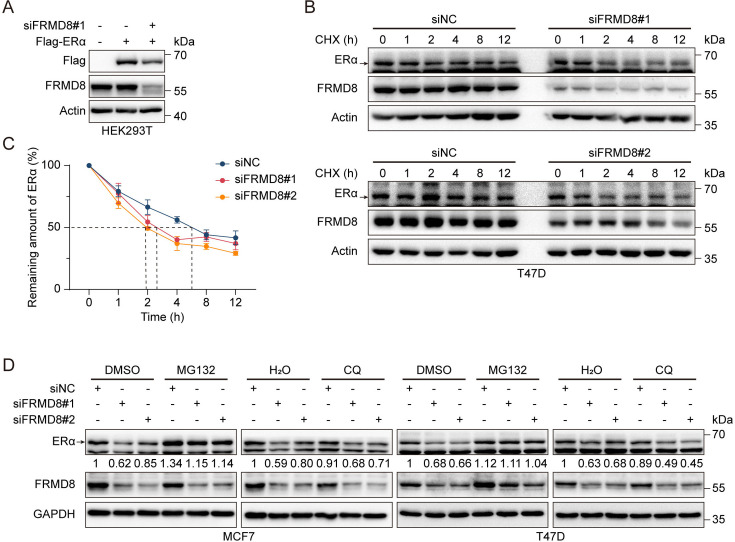
FRMD8 stabilizes ERα via prevention of its degradation. (**A**) Lysates of HEK293T cells co-transfected with Flag-ERα and FRMD8 siRNA as indicated were immunoblotted. (**B, C**) Lysates from T47D cells transiently transfected with control or FRMD8 siRNA were subjected to immunoblotting. Cells were treated with 100 μg/ml CHX for the indicated times (**B**). ERα protein levels were quantified by normalizing to the intensity of the Actin band, n = 4 (**C**). (**D**) Immunoblot analysis of ERα in MCF7 and T47D cells transiently transfected with control or FRMD8 siRNA. The cells were treated with MG132 (25 μM) or chloroquine (50 μM) for 6 h. Figure 4—source data 1.Unedited western blot pictures for Figure 4, indicating the relevant bands. Figure 4—source data 2.Original files for western blot pictures displayed in Figure 4.

### FRMD8 inhibits ERα degradation by blocking UBE3A binding with ERα

Given that FERM domain containing proteins play roles via regulating protein–protein interaction, we wonder whether there is an interaction between FRMD8 and ERα. To this end, co-immunoprecipitation (co-IP) assays were performed using Flag-FRMD8 in MCF7 and T47D cells to examine the association of exogenous FRMD8 with endogenous ERα. The results showed that FRMD8 interacts with ERα (Figure 5A and B). Importantly, an interaction between endogenous FRMD8 and endogenous ERα was also observed in MCF7 cells (Figure 5C). Furthermore, a glutathione S-transferase (GST) pull-down assay using purified recombinant GST-FRMD8 and Flag-tagged ERα proteins was also performed. The results indicated that FRMD8 interacts directly with ERα *in vitro* (Figure 5D). Taken together, these findings suggest that FRMD8 is a binding partner of ERα in human cells.

**Figure 5.**
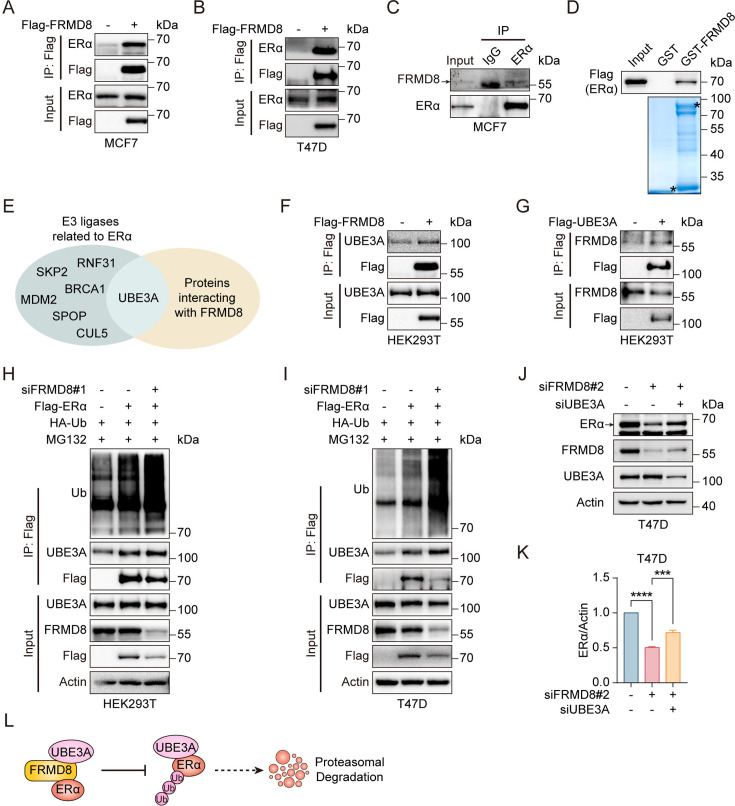
FRMD8 inhibits ERα degradation by blocking UBE3A binding with ERα. (**A, B**) Lysates of MCF7 (**A**) and T47D (**B**) cells transfected with Flag or Flag-FRMD8 were anti-Flag immunoprecipitated and immunoblotted for ERα and Flag. (**C**) Lysates from MCF7 cells were immunoprecipitated with IgG or anti-ERα, then immunoblotted for FRMD8 and ERα. (**D**) HEK293T cells were transiently transfected with Flag-ERα. ERα proteins in HEK293T whole-cell lysates (WCL) pulled down by GST or GST-FRMD8 recombinant proteins were subjected to western blot. Asterisks indicate proteins at the expected molecular weight. (**E**) Venn diagram showing overlap of E3 ligases related to ERα and proteins interacting with FRMD8. (**F**) Lysates of HEK293T cells transfected with Flag or Flag-FRMD8 were anti-Flag immunoprecipitated and immunoblotted. (**G**) Lysates of HEK293T cells transfected with Flag or Flag-UBE3A were anti-Flag immunoprecipitated and immunoblotted. (**H, I**) HEK293T (**H**) and T47D (**I**) cells were co-transfected with Flag-ERα, HA-Ub, and FRMD8 siRNA as indicated. Cells were treated with MG132 (25 μM) for 6 h. WCL were immunoprecipitated with anti-Flag and then immunoblotted for ubiquitinated ERα. (**J, K**) Lysates of T47D cells co-transfected with FRMD8 and UBE3A siRNA as indicated were immunoblotted (**J**). ERα protein levels were quantified by normalizing to the intensity of the Actin band (**K**). ***p<0.001, ****p<0.0001 by one-way ANOVA, n = 3. (**L**) Working model for FRMD8 disrupts the interaction between ERα and UBE3A, and protects ERα from UBE3A-mediated degradation. Figure 5—source data 1.Unedited western blot pictures for Figure 5, indicating the relevant bands. Figure 5—source data 2.Original files for western blot pictures displayed in Figure 5.

The aforementioned findings demonstrated that FRMD8 prevents ERα degradation via proteasome pathway. To explore the mechanism by which FRMD8 inhibits ERα degradation, co-IP assay and mass spectrometry (MS) analysis were performed in HEK293A cells transiently expressing Flag-FRMD8 (Supplementary file 1). We next searched for the FRMD8-interacting proteins identified by MS matched with the known E3 ubiquitin ligases of ERα. Interestingly, UBE3A, a ubiquitin ligase for ERα (Sun et al., 2012), is the only matched protein that interacts with FRMD8 (Figure 5E). We thus examined the interaction between FRMD8 and UBE3A through co-IP. The results indicated an interaction between FRMD8 and UBE3A (Figure 5F and G). Further, we assumed that FRMD8 may interfere with the interaction between ERα and UBE3A. To test this idea, co-IP assays were performed in HEK293T and T47D cells. In both cell types, the level of ERα ubiquitination and the interaction between ERα and UBE3A were markedly increased by FRMD8 depletion (Figure 5H and I). Intriguingly, FRMD8 depletion led to a marked decrease of ERα expression, while depletion of UBE3A dramatically rescued the effect of FRMD8 depletion (Figure 5J and K). Taken together, these results strongly demonstrated that FRMD8 binds to ERα and UBE3A, and prevents UBE3A interaction with ERα, thereby blocking UBE3A-mediated ERα ubiquitination and degradation (Figure 5L).

### *FRMD8* promoter is methylated and low FRMD8 level predicts poor prognosis in breast cancer patients

Given that Frmd8 prevents mammary tumor growth and inhibits tumor cell proliferation in mice (Figure 1), we would like to investigate whether the expression of FRMD8 is downregulated in mammary tumors. ScRNA-seq results demonstrated that the level of *Frmd8* in normal Hsd epithelial cells was significantly higher than other tumor cells in the mammary tumors from *PyMT* mice (Figure 6A). 

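Tumor epithelial and Hsd-like cells were compared over 7 sums of counts, 4 of tumor cells and 3 of Hsd-like cells, with the edgeR quasi-likelihood test and equal weight for the genotypes. Frmd8 had a log2 fold change of -0.27 in tumor against Hsd-like cells (standard error 0.56, Benjamini-Hochberg adjusted p = 0.81). It was not called under any of the 18 settings that keep all libraries, with a log2 fold change from -0.50 to 0.34, nor in the fits without 1 library, with -0.55 to 5.01. With Harmony over the epithelial cells it was 0.34, higher in tumor cells, and without Cre- replicate 1 the Hsd-like sums held 5 UMIs and the value was 5.01. In the Cre- mice alone it was 0.14, with no Frmd8 UMI in the 5 Hsd-like cells of Cre- replicate 3. In the Cre+ mice, with Hsd-like cells in 1 library only, it was -0.68. Esr1, with a log2 fold change of -5.43 (standard error 0.85, adjusted p = 0.0145), and Pgr, with -6.32 (0.60, adjusted p = 0.00264), were lower in tumor cells in all 3 mice with both classes. Both were past the threshold under 16 of these 18 settings, but not with Harmony over the epithelial cells, at -4.83 and -5.58. In the Cre- mice alone, Esr1, at -4.89, was not past it (edgeR, adjusted p = 0.0785), and Pgr, at -7.04, was (adjusted p = 0.0124). Of 15179 genes, 581 were called, 302 higher and 279 lower in tumor cells, and 2892 had an unadjusted p under 0.05. The classes were defined from the same counts, so this number describes the clusters. It was 2717 with the mouse as a block and 0 without Cre- replicate 1 or without Cre- replicate 3. Of the 7 named genes, 4 (Esr1, Pgr, Krt8 and Mki67) passed when adjusted over the list alone, of which Mki67, higher in tumor cells, was at -0.23 without upper limits.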

To further verify the expression of FRMD8 in human breast cancer cell lines, whole-cell lysates from normal mammary epithelial cells and various subtypes of breast cancer cell lines were subjected to western blot analysis. Results showed that FRMD8 expression was lower in claudin-low breast cancer cell lines compared with normal mammary epithelial cell line or ERα-positive cell lines (Figure 6B).

**Figure 6.**
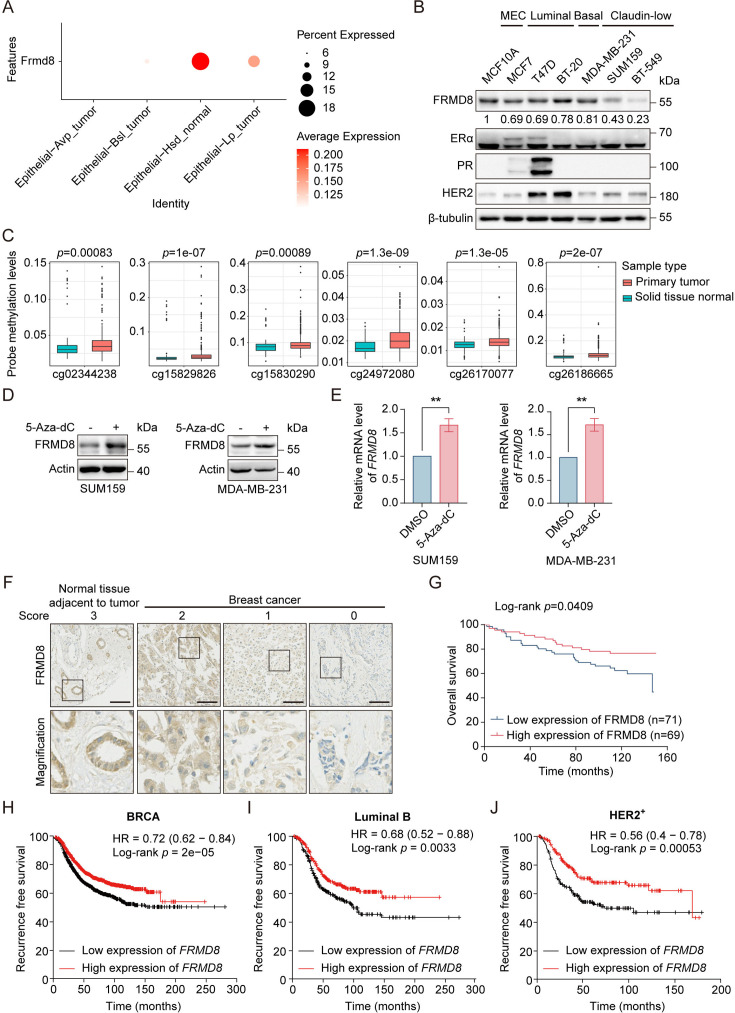
*FRMD8* promoter is methylated and low FRMD8 level predicts poor prognosis in breast cancer patients. (**A**) Dot plot showing the expression of *Frmd8* in epithelial cell lineages from *PyMT* mice. (**B**) Lysates from human mammary epithelial cell (MEC) and breast cancer cells were subjected to immunoblotting. (**C**) Methylation of *FRMD8* promoter region in breast cancer according to the University of California Santa Cruz (UCSC) database (http://xena.ucsc.edu/). (**D**) SUM159 and MDA-MB-231 cells were treated with 5-Aza-dC (10 μM) for 48 h. Protein expression of FRMD8 was examined by western blot. (**E**) SUM159 and MDA-MB-231 cells were treated with 5-Aza-dC (10 μM) for 48 h. *FRMD8* mRNA levels was examined by quantitative reverse transcription PCR (qRT-PCR) *GAPDH* was used as an internal reference. **p<0.01 by unpaired Student’s *t*-test, n = 3. (**F**) IHC analysis of FRMD8 expression in human breast carcinoma TMA was performed. Representative examples (scale bar, 100 μm) of normal tissue adjacent to tumor and breast cancer with different levels of FRMD8 expression are shown, with the magnification of selected areas inserted. (**G**) Kaplan–Meier analysis for the overall survival of breast cancer patients according to FRMD8 expression (Log-rank test). (**H–J**) Recurrence-free survival of breast cancer patients according to *FRMD8* expression were analyzed according to Kaplan–Meier plotter (http://kmplot.com/analysis/). Figure 6—source data 1.Unedited western blot pictures for Figure 6, indicating the relevant bands. Figure 6—source data 2.Original files for western blot pictures displayed in Figure 6.

**Figure 6—figure supplement 1.**
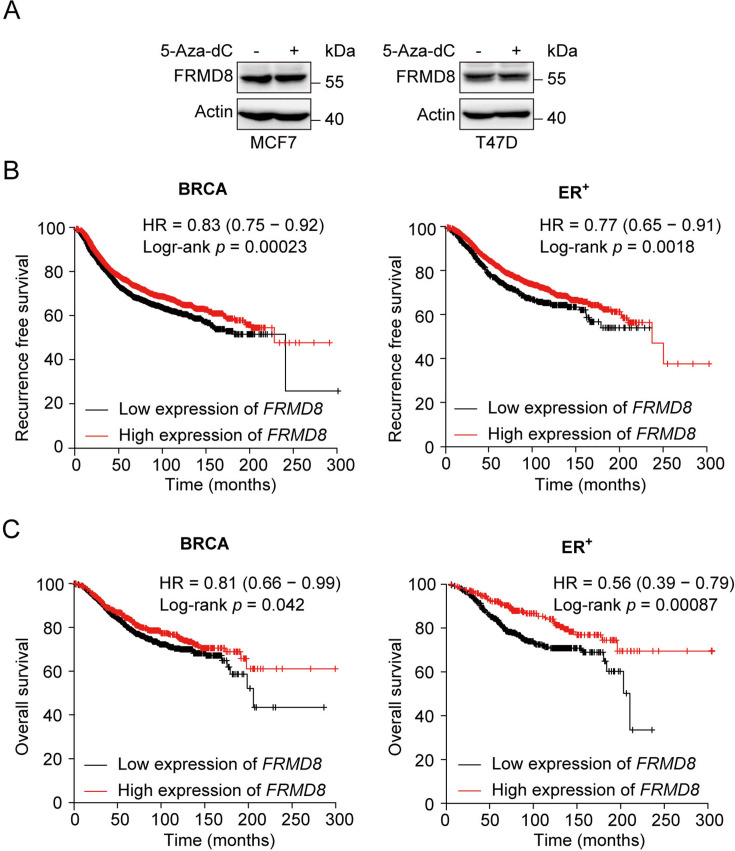
*FRMD8* promoter is methylated and low FRMD8 level predicts poor prognosis in breast cancer patients. (**A**) MCF7 and T47D cells were treated with 5-Aza-dC (10 μM) for 48 h. Protein expression of FRMD8 was examined by western blot. (**B, C**) Recurrence-free survival (**B**) and overall survival (**C**) of breast cancer patients with tamoxifen treatment according to *FRMD8* expression were analyzed according to Kaplan–Meier plotter. Figure 6—figure supplement 1—source data 1.Unedited western blot pictures for Figure 6—figure supplement 1, indicating the relevant bands. Figure 6—figure supplement 1—source data 2.Original files for western blot pictures displayed in Figure 6—figure supplement 1.

Hypermethylation of tumor suppressor genes is one of the major causes for tumorigenesis. Therefore, we investigated whether the promoter region of FRMD8 is hypermethylated in breast cancer patients. An analysis based on the TCGA database showed that the *FRMD8* promoter was highly methylated in primary breast tumors (Figure 6C). Subsequently, breast cancer cells were treated with the DNA methyltransferase inhibitor 5-Aza-2-deoxycytidine (5-Aza-dC). The results showed that 5-Aza-dC treatment significantly upregulated both mRNA and protein levels of FRMD8 in claudin-low but not luminal breast cancer cell lines (Figure 6D and E, Figure 6—figure supplement 1A), which was consistent with the lower expression of FRMD8 in claudin-low breast cancer cell lines (Figure 6A). These findings demonstrated that *FRMD8* gene promoter is hypermethylated, which could be the reason for the reduced FRMD8 expression in triple-negative breast cancer cells.

To further investigate the clinical significance of FRMD8 in breast cancer patients, we performed immunohistochemical staining of FRMD8 in a tissue microarray of breast cancer patients and evaluated the level of FRMD8 (Figure 6F). The results suggested that patients with lower level of FRMD8 showed poor overall survival (p=0.0409) (Figure 6G). Moreover, we also found that a decreased FRMD8 level was associated with poor recurrence-free survival in breast cancer patients according to Kaplan–Meier Plotter analysis (Figure 6H and J, Figure 6—figure supplement 1B, C). Collectively, these data indicated that the promoter of *FRMD8* is hypermethylated, and the low FRMD8 level predicts poor prognosis of breast cancer patients.

## Discussion

In this study, we found that FRMD8 plays a tumor suppressive role in breast cancer progression. We demonstrated that loss of FRMD8 promotes mammary tumor growth, accelerates the loss of mammary luminal phenotype, and confers tamoxifen resistance via downregulating ERα level. FRMD8 depletion not only suppresses transcription of *ESR1* through decreasing the level of FOXO3A, but also promotes the E3 ligase UBE3A binding with ERα to disrupts ERα protein stability. Moreover, the promoter of *FRMD8* is hypermethylated and a decreased FRMD8 level predicts poor outcomes in breast cancer patients (Figure 7).

**Figure 7.**
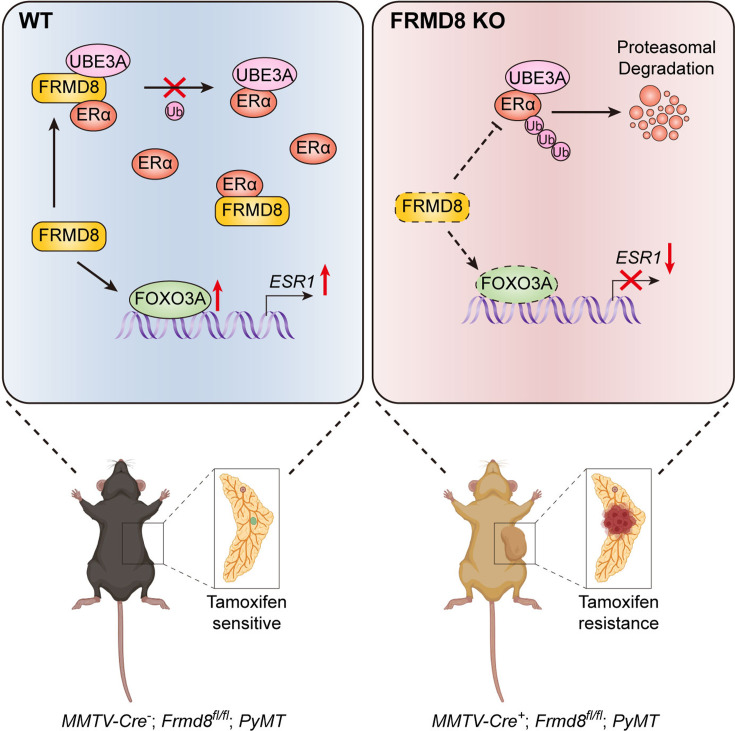
A working model shows that loss of FRMD8 promotes mammary tumor progression and confers tamoxifen resistance by downregulating ERα expression at both transcriptional and post-translational levels.

As a FERM-domain containing protein, FRMD8 is necessary for releasing of TNF and EGFR ligands (Künzel et al., 2018; Oikonomidi et al., 2018). FRMD8 regulates lung cancer cell growth by regulating tumor microenvironment (Badenes et al., 2023). Frmd8-deficient mice are defective in intestinal epithelial barrier repair function and deletion of Frmd8 promotes colorectal tumorigenesis induced by azoxymethane/ dextran sodium sulfate in mice (Badenes et al., 2023; Yu et al., 2023). FRMD8 acts as a scaffold protein, inhibiting CDK4 activation mediated by CDK7 and preventing MDM2-mediated RB degradation (Yu et al., 2023). In this study, our results suggested that FRMD8 inhibits mammary tumor progression in *MMTV-PyMT* mice. Besides, FRMD8 also acts as a scaffold molecule, which interacts simultaneously with ERα and UBE3A, and renders UBE3A unable to bind with ERα, thus stabilizing ERα.

In *MMTV-PyMT* mice, early-stage mammary tumors express ERα and PR, but these receptors are gradually lost as the tumor progresses (Lapidus et al., 1998). Our scRNA-seq results revealed that mammary tumor epithelial cells in *MMTV-PyMT* mice fall into four clusters, with only Hsd epithelial cells showing ERα and PR expression. Additionally, Hsd epithelial cells exhibited the lowest CNV score, indicating a closer resemblance to normal epithelial cells. The loss of Frmd8 reduced the proportion of Hsd epithelial cells and led to a downregulation of ERα and PR expression, implying that Frmd8 deficiency promotes the loss of luminal features in the mammary gland and accelerates mammary tumor progression.

In this study, we identified that loss of FRMD8 inhibiting *ESR1* expression through downregulating the level of FOXO3A. FOXO3A locates in nucleus and blocks cell cycle progression via activating the cell cycle blocking protein p27^KIP1^ (Seoane et al., 2004). In addition, FOXO3A contributes to cell death through a Fas ligand-dependent mechanism (Seoane et al., 2004). Phosphorylated FOXO3A mediated by AKT binds to 14-3-3 protein and remains in the cytoplasm, resulting in loss of activity (Arden, 2004). Thus, FRMD8 may also be involved in the regulation of cell cycle or apoptosis in an ERα-independent manner by regulating FOXO3A. Furthermore, FOXO3A is closely associated with the stemness of breast cancer cells. FOXO3A suppresses breast cancer stem cell properties and tumorigenicity via inhibition of FOXM1/SOX2 signaling (Liu et al., 2020; Yan et al., 2017), suggesting that FRMD8 may have an effect on breast cancer stem cells. However, the mechanisms by which FRMD8 promotes FOXO3A expression remain unclear and need to be further investigated.

The proportion of luminal subtype is increasing in new cases of breast cancer (Waks and Winer, 2019). Tamoxifen therapy is one of the most important systemic treatment for ERα^+^/HER2^-^ subtype breast cancer patients (Waks and Winer, 2019). Unfortunately, primary or secondary tamoxifen resistance occurs in about 40% of patients treated with tamoxifen therapy, and tamoxifen resistance often leads to the development of resistance to other selective estrogen receptor modulators (Badia et al., 2007; Légaré and Basik, 2016; Rondón-Lagos et al., 2016). As a regulator of ERα, FRMD8 may be a therapeutic target for rescue tamoxifen resistance.

In summary, we identified FRMD8 as a prognostic marker in breast cancer. FRMD8 regulates ERα level through a dual mechanism. Loss of FRMD8 inhibits *ESR1* transcription via downregulating FOXO3A expression. FRMD8 also stabilizes ERα protein by preventing UBE3A from binding to ERα. Deficiency of FRMD8 promotes mammary luminal features loss and confers tamoxifen resistance. Our findings indicated that targeting *FRMD8* promoter methylation may provide a novel therapeutic approach for reversing tamoxifen resistance.

## Materials and methods

### Mice

*Frmd8* floxed mice and *MMTV-PyMT* mice, both on a C57BL/6 background, were purchased from the Shanghai Model Organisms Center Inc *MMTV-Cre^+^* were from the Nanjing Biomedical Research Institute of Nanjing University.

*Frmd8* floxed (*Frmd8^fl/fl^*) mice were crossed with *MMTV-Cre^+^*; *PyMT* transgenic mice to generate *Frmd8* heterozygous (*MMTV-Cre^+^*; *Frmd8^fl/wt^*; *PyMT*) mice. *MMTV-Cre^+^*; *Frmd8^fl/wt^*; *PyMT* mice were further backcrossed with *Frmd8^fl/fl^* mice to obtain littermate *MMTV-Cre^-^*; *Frmd8^fl/fl^*; *PyMT* and *MMTV-Cre^+^*; *Frmd8^fl/fl^*; *PyMT* mice.

Mice were housed in a pathogen-free animal facility at Laboratory Animal Center of Peking University Health Science Center with a 12 h light/dark cycle, constant temperature and humidity, and fed standard rodent chow and water *ad libitum*. All animal experiments were approved by the Peking University Biomedical Ethics Committee and the approval number is BCJB0104. Genomic DNA extracted from mouse tail biopsies was subjected to standard genotyping PCR using the primers specified in Supplementary file 2. The reaction conditions were 5 min at 94℃; 35 cycles of 30 s at 94℃, 30 s at 56℃ and 1 min at 72℃; followed by 5 min at 72℃ and hold at 4℃.

### Tamoxifen treatment

Seven-week-old female mice were given intraperitoneal injections of either corn oil or tamoxifen (50 mg/kg) every 2 days. Tumor formation was assessed every 2 days, and the time point at which the tumor first became palpable was recorded as the tumor-free survival time. At the end of the treatment, mice were euthanized and the total number of tumors were counted. Tumors were measured using calipers, and tumor volume was calculated using the formula: *V* = (length × width × height × 0.5) mm^3^. Tumors were subsequently fixed in 4% paraformaldehyde (PFA) and housed in individual cassettes for paraffin embedding. 5 μm sections were stained for H&E or immunohistochemistry.

### Antibodies and reagents

Antibodies against ERα (#8644), Ubiquitin (#3936), and PR (#8757) were purchased from Cell Signaling Technology. Antibodies specific for ERα (#ab32063), CK8 (#ab53280), FOXO3A (#ab109629), UBE3A (#ab272168), and HER2 (#ab134182) were from Abcam. Anti-PR (#YM3348) antibody was from Immunoway. Anti-FRMD8 (#HPA002861) antibody was from Atlas Antibodies. Anti-Flag (#F3165) antibody was from Sigma-Aldrich. Antibodies against GAPDH (#AC002) were purchased from ABclonal Technology. Anti-Actin (#sc-58673) antibodies were from Santa Cruz Biotechnology. Antibodies specific for β-tubulin (#TA-10) were from Zhong Shan Jin Qiao (ZSGB-Bio).

MG132 (#S2619) was purchased from Selleck. CQ (#C6628), CHX (#C7698), and 5-Aza-dC (#A3656) were purchased from Sigma-Aldrich. Tamoxifen (#HY-13757A) and estradiol (E2, #HY-B0141) were purchased from MedChemExpress.

### Plasmids

The recombinant vectors encoding human FRMD8 and ERα were constructed by PCR-based amplification, and then subcloned into the p3×Flag-CMV-10 expression vector. The GST-tagged FRMD8 expression plasmid was generated by inserting PCR-amplified fragments into pGEX-4T-1 vector. All constructs were confirmed by DNA sequencing.

### Cell culture

HEK293T, HEK293A, BT-20, MDA-MB-231, SUM159, BT-549, and MCF10A were purchased from American Type Culture Collection. MCF7 and T47D were purchased from the Cell Resource Center, Peking Union Medical College (the headquarter of the National Infrastructure of Cell Line Resource). Cell lines were checked free of mycoplasma contamination by PCR and culture. Their species origin was confirmed with PCR. The identity of human cell lines was authenticated with STR profiling. Human embryonic kidney cell lines HEK293T and HEK293A and human breast cancer cell lines MCF7, BT-20, MDA-MB-231, and SUM159 were cultured in Dulbecco’s Modified Eagle Medium (DMEM). Human breast cancer cell lines T47D and BT-549 were cultured in RPMI 1640 medium. All media were supplemented with 10% fetal bovine serum, 100 U/ml penicillin, and 0.1 mg/ml streptomycin. Medium for culturing T47D was supplemented with 0.2 U/ml insulin. Human breast cancer cell line MCF10A was cultured in DMEM/F12 medium supplemented with 10% horse serum, 100 U/ml penicillin and 0.1 mg/ml streptomycin, 20 ng/ml epidermal growth factor, 0.5 μg/ml hydrocortisone, 10 μg/ml insulin, and 100 ng/ml cholera toxin. All cell lines were maintained in a humidified atmosphere at 37°C with 5% CO_2_ and passaged using 0.25% trypsin containing 0.02% EDTA for dissociation at 80% confluence.

### Plasmid and specific siRNA transfection

For transient transfection, cells at 50–60% confluence were transfected with plasmids via polyethylenimine (PEI; Polyscience, #24765). For RNA interference experiments, cells at 60–70% confluence were transfected with siRNA using Lipo8000 (Beyotime, #C0533). The specific sequences of siRNA are listed in Supplementary file 2.

### Extraction of proteins and immunoblotting

Cells or tissues were lysed using RIPA buffer (1×PBS, pH 7.4, 0.5% sodium deoxycholate, 1% NP-40, and 0.1% SDS) complemented with an EDTA-free cocktail of protease inhibitors (Roche). This was followed by centrifugation at 12,000 rpm for over 15 min at a temperature of 4°C to collect the supernatant. Protein concentrations were ascertained using a bicinchoninic acid (BCA) protein assay kit (Applygen, #P1511). Protein samples underwent electrophoresis via SDS-PAGE and were then transferred to a polyvinylidene fluoride membrane employing conventional methods. The membranes were treated with 5% non-fat milk for 1 h, then incubated with primary antibodies at 4℃ overnight, and subsequently exposed to HRP-conjugated goat anti-mouse or rabbit IgG secondary antibodies for 1 h at 4℃. The bound antibodies were visualized using the EZ-ECL Chemiluminescence Detection Kit for HRP (Biological Industries, # 20-500-1000) through ChampChemi (SageCreation).

### Chromatin immunoprecipitation

The chromatin immunoprecipitation (ChIP) assay was performed according to the manufacturer’s instructions of Sonication ChIP Kit (ABclonal, #RK20258). The purified DNA was analyzed by quantitative reverse transcription PCR (qRT-PCR). All primers are shown in Supplementary file 2.

### Immunoprecipitation

IgG, serving as controls, or indicated antibodies were added to pre-cleared lysates and allowed to incubate overnight at 4°C with sustained rocking. Following this, lysates were subjected to a 4 h incubation with 35–50 μl of either protein A or protein G Sepharose beads (Santa Cruz Biotechnology) at 4°C. Subsequently, the Sepharose beads were washed thrice with RIPA buffer and heated in SDS-loading buffer at 99°C for 10 min. The immunoprecipitation results were assessed via immunoblotting.

### Mass spectrometry analysis

Flag-FRMD8 and empty vector were transiently transfected in HEK293A cells using PEI, and cell lysates were harvested after 48 h. The cell lysates were pre-cleared and then incubated with pre-washed anti-Flag M2 agarose beads (Yeasen, #20584ES08) overnight at 4°C. Beads were washed three times with PBS. Protein samples were then eluted by boiling with sodium dodecyl sulfate (SDS)-loading buffer at 99°C for 10 min. 10% of the samples were saved for immunoblotting. The other 90% of samples were separated by SDS-PAGE, visualized by colloidal Coomassie blue staining, destained, and subjected to mass spectrometry (MS) analysis.

For MS analysis, the protein in the gel was subjected to trypsin digestion. In the LC-MS/MS analysis, the digested products were separated using a 120 min gradient elution at a flow rate of 0.300 µl/min, utilizing the Thermo Ultimate 3000 nano-UPLC system directly interfaced with the Thermo Fusion LUMOS mass spectrometer. The analytical column used was an Acclaim PepMap RSLC (75 µm ID, 250 mm length, C18). Mobile phase A consisted of 0.1% formic acid, while mobile phase B was 100% acetonitrile with 0.1% formic acid. The Fusion LUMOS mass spectrometer operated in data-dependent acquisition mode, employing Xcalibur 4.1.50 software. It started with a single full-scan mass spectrum in the Orbitrap (375–1500 m/z, 60,000 resolution), followed by data-dependent MS/MS scans. The MS/MS spectra from each LC-MS/MS run were analyzed against the selected database using Proteome Discovery software (version 2.4).

### Recombinant protein expression and GST pull-down assay

For the expression of glutathione S-transferase (GST) fusion proteins, GST-tagged recombinant vectors were transfected into *Escherichia coli* Rosetta (DE3) cells. Upon the cell culture attaining an OD_600_ between 0.6 and 0.8, the cells were subjected to overnight incubation with 1 mM isopropyl-β-d-thiogalactopyranoside (Sigma, #92320) at 20℃. For the purification of GST fusion proteins, cells were collected and sonicated.

For GST-pull down assays, HEK293T cells were transfected and subsequently lysed on ice for over 15 min. Purified GST or GST fusion proteins were anchored onto Glutathione Sepharose 4B beads (Pharmacia Biotech). These beads were then further incubated with cellular extract at 4℃ for an extended period of over 4 h, followed by washes with ice-cold PBS for three times. The process concluded with western blot analysis.

### RNA extraction and qRT-PCR

Total RNA was isolated using Trizol reagent (Invitrogen) as per the manufacturer’s guidelines. 1 μg of the isolated RNA was converted to cDNA using HiScript II Q RT SuperMix for qPCR (+gDNA wiper) (Vazyme). Quantitative real-time PCR, carried out in triplicate, was used to assess relative mRNA levels and was standardized to *GAPDH* expression. The cDNA products were amplified using the LightCycler 96 (Roche) platform, and data were subsequently analyzed through LightCycler 96 (Roche) along with GraphPad Prism 7.0 software. All relevant primers are listed in Supplementary file 2.

### Histology and immunohistochemistry staining

Tissues were preserved in 4% PFA, embedded in paraffin, and then sliced into 5 μm sections prior to staining. Following deparaffinization and rehydration, these sections were subject to H&E staining for structural examination. Immunohistochemistry staining was executed using the streptavidin-biotin-peroxidase complex method, with subsequent detection of 3'3'-diaminobenzidine as guided by the manufacturer’s instructions (Dako, Agilent Pathology Solutions). Observations and imaging were performed using an Olympus BX51 microscope coupled with an Olympus DP73 CCD photography system.

### Tumor tissue microarray (TMA) immunohistochemistry analysis

Human breast carcinoma TMA (HBre-Duc140Sur-01) was purchased from Shanghai Biochip. Patient information of TMA is listed in Supplementary file 3. Immunohistochemistry staining for FRMD8 in TMA was performed as described above. The stained microarrays were evaluated by a pathologist blind to cancer outcomes. Based on histological evaluations, staining reactivity was categorized into four levels: absence of reactivity (score = 0), weak reactivity (score = 1), moderate reactivity (score = 2), and intense reactivity (score = 3 or 4).

### Multiple immunohistochemistry staining and analysis

Multicolor immunohistochemistry was conducted using the TissueGnostics Multiple IHC Assay Kit (TissueGnostics, TGFP550) on mammary tumors from mice. Tumors were preserved in 4% PFA, embedded in paraffin, and then sliced into 5 μm sections prior to staining. The sections were then deparaffinized and hydrated, followed by antigen retrieval in a Tris-EDTA buffer via microwave. Slides underwent treatment with 3% H_2_O_2_ at ambient temperature to eliminate endogenous peroxidase activity. For iterative rounds of cyclic staining, slides were treated with blocking solution, then incubated with the primary antibody either overnight at 4℃ or for 2 h at 37℃, and subsequently with HRP-linked secondary antibody at 37℃ for 30 min. Signal was enhanced using Tyramide Signal Amplification (TSA) reagents. Antigen retrieval buffer was applied once more, and the aforementioned steps were repeated for additional staining. Lastly, DAPI was used for 10 min to stain nuclei. Tissue images were captured using the tissue faxs platform (TissueGnostics).

Immunofluorescence image quantification was carried out via StrataQuest v7.0.158 software (TissueGnostics). Cells were identified based on DAPI staining, and the expression levels of Frmd8, ERα, PR, and CK8 were calculated by the software, measuring fluorescence intensity and area to enumerate positively stained cells. The threshold for identifying positive cells was set by inspecting cell recognition on the original image using the View Backward Data function.

### Single-cell RNA sequence (scRNA-seq)

Single-cell RNA sequencing libraries were meticulously prepared utilizing the Chromium Single Cell 3’ Reagent Kits v3 according to the protocols recommended by 10×Genomics. Briefly, an initial quantity of approximately 1 × 10^5^ cells, which had been sorted through fluorescence-activated cell sorting, underwent a triple wash process in DPBS containing 0.04% BSA. These cells were subsequently resuspended to a final concentration of 700–1200 cells/μl, with a minimum viability threshold of 85%. During the library preparation process, cells were encapsulated within droplets to facilitate a precise targeted recovery rate. After the reverse transcription phase, the generated emulsions were disrupted, and the barcoded cDNA was isolated using Dynabeads technology. This was followed by PCR amplification to enrich the cDNA pool. The amplified cDNA served as the template for constructing the 3’ gene expression libraries. Specifically, for this construction phase, 50 ng of the amplified cDNA was fragmented and subjected to end repair. This material was then subjected to a double-size selection process using SPRIselect beads. The prepared libraries were sequenced on NovaSeq system provided by Illumina, generating 150 bp paired-end reads.

### Single-cell RNA sequence original data process

Prior to commencing the analysis, cellular data underwent a stringent filtering process. Cells with unique molecular identifier counts below 30,000 and those exhibiting gene counts within the range of 200–5000 were excluded. Additionally, cells displaying a mitochondrial content exceeding 20% were also removed from further analysis. Following this preprocessing step, the Seurat package (version 2.3) was employed for both dimensionality reduction and cluster identification. The normalization and scaling of gene expression data were accomplished using the NormalizeData and ScaleData functions, respectively. Subsequently, the FindVariableFeatures function facilitated the selection of the 2000 genes demonstrating the most significant variation for principal component analysis. Cluster identification was achieved through the FindClusters function, which partitioned the genes into distinct groups. To mitigate batch effects across samples, the Harmony package was utilized. The refined dataset was then visualized in a two-dimensional space employing Uniform Manifold Approximation and Projection techniques, thereby providing insightful representations of the underlying cellular heterogeneity.

### Chromosomal copy-number variations estimation

The estimation of chromosomal copy-number variations (CNVs) was conducted utilizing the ‘inferCNV’ R package. A diverse reference panel comprised of B cells, T cells, NK cells, macrophages, and other immune cells facilitated this analysis. Quantification of CNV scores for each subcluster was achieved by aggregating the CNV levels observed across the constituent cells.

### Quantification and statistical analysis

Statistical comparisons were performed using unpaired two-tailed Student’s *t*-tests, Mann–Whitney test, one-way ANOVA or two-way ANOVA. Statistical analyses were performed using GraphPad Prism 9.0 software (GraphPad Software, La Jolla, CA). Data are presented as mean ±the standard error of the mean (SEM). Statistical significance was defined as p<0.05.

## Data Availability

The accession number for the scRNA-seq data reported in this paper is Gene Expression Omnibus (GEO): GSE244582. The following dataset was generated: WuW YuM ZhanJ ZhangH 2025Loss function of tumor suppressor FRMD8 confers resistance to tamoxifen therapy via a dual mechanismNCBI Gene Expression OmnibusGSE24458210.7554/eLife.101888PMC1199169740213945

# Supplementary material for: Loss function of tumor suppressor FRMD8 confers resistance to tamoxifen therapy via a dual mechanism
**Source:** eLife. 2025 Apr 11;13:RP101888. doi: 10.7554/eLife.101888

Figure 1-source data: Unedited gel pictures for figure 1.

C

|                 |       |       |       |       |
|-----------------|-------|-------|-------|-------|
| <i>MMTV-Cre</i> | +     | +     | -     | +     |
| <i>Frmd8</i>    | wt/wt | fl/wt | wt/wt | fl/fl |
| <i>PyMT</i>     | -     | +     | -     | +     |

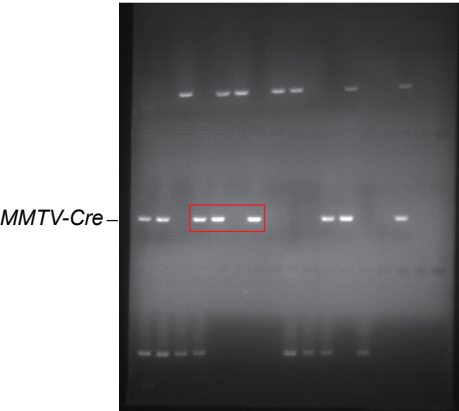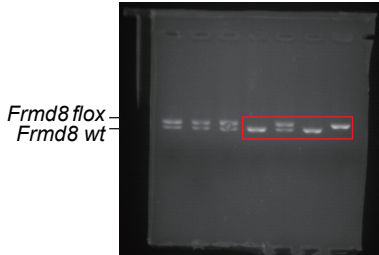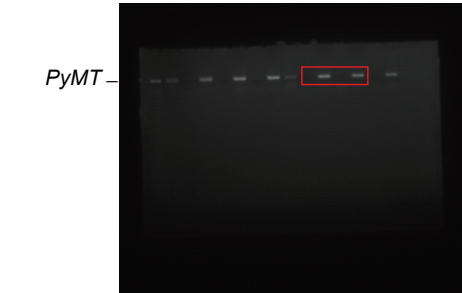

**Supplement:** Figure 1—source data 1.

# Supplementary material for: Loss function of tumor suppressor FRMD8 confers resistance to tamoxifen therapy via a dual mechanism
**Source:** eLife. 2025 Apr 11;13:RP101888. doi: 10.7554/eLife.101888

**Figure 1– figure supplement 1-source data:**  
Unedited western blot pictures for Figure 1– figure supplement 1.

B

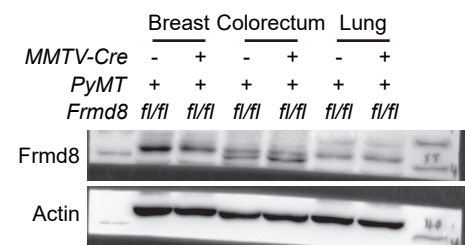

**Supplement:** Figure 1—figure supplement 1—source data 1.

# Supplementary material for: Loss function of tumor suppressor FRMD8 confers resistance to tamoxifen therapy via a dual mechanism
**Source:** eLife. 2025 Apr 11;13:RP101888. doi: 10.7554/eLife.101888
**Supplement:** Supplementary file 2.

# Supplementary file 2. Primers for genotyping, RNA silencing and qRT-PCR

| **Genotyping** |  |  |
| --- | --- | --- |
| **Mice** | **Forward** | **Reverse** |
| *Frmd8* floxed mice | 5’-TGGGTGGAGGTGACAAGGCAAGAA-3’ | 5’-CAGGCTCAGGGTGGTTAGGTCAAT-3’ |
| *MMTV-Cre* transgenic mice | 5’-ATTTGCCTGCATTACCGGTCG-3’ | 5’-CAGCATTGCTGTCACTTGGTC-3’ |
| *MMTV-PyMT* transgenic mice | 5’-GGAAGCAAGTACTTCACAAGGG-3’ | 5’-GGAAAGTCACTAGGAGCAGGG-3’ |
| **siRNA targeted sequence** | | |
| siFRMD8#1 | CCAAGCAGGCCGAACTGAT |  |
| siFRMD8#2 | TGCTCTATGAGGAGGCCAA |  |
| siFOXO3A | CAGCGGAGCTCTAGCTTCCCGTATA |  |
| siUBE3A | CCTACATCTCATACTTGCTTT |  |
| **qRT-PCR** |  |  |
| **Gene** | **Forward** | **Reverse** |
| Mouse *Frmd8* | 5’-CGATGATGATGTCGCCATGG-3’ | 5’-AGTCCTCCAAGTCACAAGGG-3’ |
| Mouse *Gapdh* | 5’-GGGTCCCAGCTTAGGTTCAT-3’ | 5’-CATTCTCGGCCTTGACTGTG-3’ |
| Human *FRMD8* | 5’-TTCTTCCACGGTGAGGTTGA-3’ | 5’-TCGAACTCCAGCCACAAGAT-3’ |
| Human *ESR1* | 5’-ATGTGCCTGGCTAGAGATCC-3’ | 5’-CAAACTCCTCTCCCTGCAGA-3’ |
| Human *GAPDH* | 5’-GCACCACCAACTGCTTAGCA-3’ | 5’-TCTTCTGGGTGGCAGTGATG-3’ |
| **Chip-qPCR** |  |  |
| **Gene** | **Forward** | **Reverse** |
| Human *ESR1* | 5’-CCACTGGGAAATGAGAGACCTCGT-3’ | 5’-GTGGATCAAATGCCTTACTGGCCC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

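Mammary tumors of 4 mice at 4 months were profiled with the 10x Genomics 3' v3 kit, 1 library per mouse, 2 from Cre- mice (replicates 1 and 3) and 2 from Cre+ mice (replicates 2 and 4). The authors deposited raw UMI counts per gene and barcode, as made by Cell Ranger (version 6.1.2 in the file headers of replicates 1 to 3, and Cell Ranger 4 in that of replicate 4), without normalization, without the quality control of the paper and without pooling of libraries. Replicates 1 to 3 were deposited as called cells and replicate 4 with all barcodes. The version, the deposited form and the genotype overlap, so the fits without replicate 4 stand for the comparison within 1 version. No cell annotation was among the files used, so all names of cell classes were rebuilt. The paper's other experiments were not analysed here.

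The cells of replicate 4 were called with an order-of-magnitude rule: barcodes with more than the 99th percentile of the UMIs of the 7411 deepest barcodes (the median number in the filtered libraries) divided by 10. This gave a minimum of 10978 UMIs, against 500 in the other libraries. The alternatives added the 6844 barcodes of at least 500 UMIs whose profile differed from that of the barcodes with up to 100 UMIs (a method in the style of EmptyDrops, with 10000 simulations and a false discovery rate of 1%), or kept every barcode within the limits. The methods sentence on the filter, read literally, would exclude cells with 200 to 5000 genes, and it was read as keeping cells with 200 to 5000 genes, fewer than 30000 UMIs and at most 20% mitochondrial UMIs. Doublets were kept, since the paper's methods name no step for them. In an alternative, the cells with the highest share of simulated doublets among their neighbors were removed at 0.8% per 1000 cells, which took 120 cells of Cre- replicate 1, 198 of Cre- replicate 3, 170 of Cre+ replicate 2 and 44 of Cre+ replicate 4.

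Counts were log-normalized to 10000 per cell. The 2000 most variable genes, leaving out Esr1, Pgr and Frmd8, gave 30 principal components, which were integrated over the libraries with an own implementation of the Harmony algorithm. A graph of shared nearest neighbors (20 per cell) was clustered with leidenalg 0.10.2 at a resolution of 1.0 for all cells and 0.6 for the epithelial cells. A marker counted as detected when its level was at least 2 times the median of the other clusters and at least 10% of the cells held it. A cluster was named from the marker lists fixed before the data were examined when it had at least 3 detected markers and no other class had more markers among its 10 leading genes, and epithelial clusters also needed 1 of their own markers among these. Clusters with a median depth under 1/3 of their library and no own marker among the leading genes stayed unnamed. The marker lists were fixed, but this rule was settled in 4 versions after clusters had been seen.

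The samples, the tests, the alternatives and the genes to name were also fixed before the data were examined, with 1 departure. The setting fixed for the epithelial cells was Harmony at both steps. The setting used here leaves the epithelial cells without integration, and was set after 5 variants of that step and as the last of 3 settings, all with the counts of Hsd-like cells per library in view. The reason was that keratinocyte genes led the Hsd cluster under Harmony, a judgment by eye, since the rule for names did accept that cluster. The gene Sprr1a also leads the cluster used here. The shares of Hsd-like cells with a UMI were computed in the setting used here and not under Harmony.

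Counts were summed per library and class. Genotypes were compared in tumor epithelial cells (all epithelial cells outside the Hsd-like cluster), macrophages, fibroblasts and all cells other than tumor cells, and tumor cells were compared with Hsd-like cells in 1 model of genotype and class. The test was the quasi-likelihood test of edgeR 4.0.16 with TMM and filterByExpr, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Its standard errors are the absolute log2 fold change divided by the square root of the F statistic. They are not an output of the test and are approximate. DESeq2 1.42.0 was an alternative. The named genes were Frmd8, Esr1, Pgr, Foxo3, Ube3a, Krt8 and Mki67, and up to 3 genes in each direction with the largest log2 fold change among called genes whose genotypes did not overlap, of which there were 0 in the genotype comparisons. Tumor and Hsd-like sums of 1 library come from 1 mouse, so the replicate number pairs them, and the fit with the mouse as a block was an alternative. Shares were compared with exact two-sided permutation tests and the CNV score with an exact sign-flip permutation test over mice. For the shares of cells with a UMI, cells were thinned to 2000 UMIs, which left out 334 of the tumor cells of Cre- replicate 1, 773 of Cre- replicate 3, 376 of Cre+ replicate 2 and 0 of Cre+ replicate 4, and 230, 101, 162 and 0 of the macrophages in that order.

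The gene tests were tested on simulated data, with 200 genes changed among the real ones. At a log2 fold change of 1, the genotype comparison recovered 0% of them in tumor cells (of 13837 genes), macrophages (12213) and fibroblasts (10511), and the comparison of tumor with Hsd-like cells recovered 1.5% (15179 genes). At a log2 fold change of 2, they recovered 4%, 78%, 73% and 38%. Of the genes called in the simulation at this size, 20%, 9.30%, 10.4% and 16.5% had not been changed, above the threshold of 5%. At a log2 fold change of 1, the genes called without having been changed were 1 in tumor cells, 5 in macrophages (100% of the calls in both), 0 in fibroblasts, where no gene was called, and 3 in the comparison of tumor with Hsd-like cells (50%). Called genes may thus hold more false ones than the threshold states. The CNV score was tested with extra counts on 2 chromosomes of 250 immune cells, whose median score was 0.00387 against 0.00340 in 250 unchanged cells, with 65.2% of the changed cells above the unchanged median.

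The alternatives were limits of 10% mitochondrial UMIs or 500 genes, no upper limits, removal of doublets, the other ways of calling cells, no integration, resolutions of 0.5 and 0.3 or 2.0 and 1.2, Esr1, Pgr and Frmd8 kept among the variable genes, no TMM, DESeq2, no filter on low counts, other depths of thinning, other windows and reference cells for the CNV score, all cells other than tumor cells as normal cells, and leaving out each library in turn. After the data had been seen, 3 more were added: shallow clusters named too, EmptyDrops-style calling with Harmony over the epithelial cells, and CNV scores of thinned cells. The list of 6 skin genes (Krt1, Krt10, Lor, Flg, Krt77 and Krt2) was also written then. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9 and R 4.3.3 were used.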

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

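The gene described here was chosen after its values were seen, and of the tests on it, those on RNA from other cells, on neighboring genes and on depth were chosen after the results they use had been seen.

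Nonagouti (symbol a, ENSMUSG00000027596), a coat color gene that the paper does not discuss, was counted in the tumor epithelial cells of both Cre+ libraries far above the Cre- libraries, which is a signal in a gene outside those the paper discusses. It had 543 CPM in Cre+ replicate 2 (8995 UMIs) and 78.4 CPM in Cre+ replicate 4 (1208 UMIs). Cre- replicate 1 had 0.166 CPM (2 UMIs of 12018165) and Cre- replicate 3 had none, which allows up to 0.208 CPM. It was also counted in T cells, with 50.8 CPM in Cre+ replicate 2 and 40.7 CPM in Cre+ replicate 4, and in NK cells, with 59.1 and 23.6 CPM, and had 0 UMIs in the T cells and NK cells of both Cre- libraries, where a count of 0 allows up to 1.96 and 1.49 CPM in T cells and 3.21 and 5.00 CPM in NK cells. In fibroblasts the genotypes did not differ, with 11.8 CPM in Cre- replicate 1, 10.4 CPM in Cre- replicate 3, 10.5 CPM in Cre+ replicate 2 and 12.1 CPM in Cre+ replicate 4. By the edgeR test in tumor cells, nonagouti ranked at place 2 of all genes by p and was not called (unadjusted p = 0.000438, adjusted p = 1.00). Its adjusted p was 4.84e-06 with DESeq2, 0.000956 without the filter on low counts and 1.00 without TMM, and it was higher in 2 of 2 Cre+ libraries. It is among the leading genes of 1 Lp, 1 Avp and 1 unnamed cluster, so the sizes of these clusters were not compared between genotypes.

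Several technical explanations were argued against by the counts. RNA from another cell type would need a class with a higher level, and the highest class in either Cre+ library (T cells of Cre+ replicate 4) had 52.0% of the level in tumor cells. The limit first set for this test was 50%, by which this value would have left the explanation open. After the value had been seen, the limit was set to the level in tumor cells, as the expectation had been written down, so the outcome rests on this change. A group under 10% of the tumor cells would leave fewer cells with a UMI than the 24.9% of Cre+ replicate 4 and the 66.9% of Cre+ replicate 2. The level was uneven, since the same UMIs spread evenly over the cells by depth would give 73.7% and 85.9%, and a larger subset of the cells as the source stays open, above all in Cre+ replicate 4, where 75.1% had no UMI. Neighboring genes were tested only when they had at least 10 UMIs in each library. Of the 3 nearest on either side (Zfp341, Chmp4b, Raly, Eif2s2, Ahcy and Itch), the highest log2 ratio of Cre+ over Cre- was 0.11. These genes were thus not raised, but transcripts running on from neighboring genes stay open. A neighbor with few counts in the Cre- libraries was left out, and 3' counts of such a transcript may fall on nonagouti alone. Depth was no limit, since the shallower Cre- library would hold 942 UMIs at the lower Cre+ level. Free RNA of tumor cells in T cells and NK cells would reach at most 6.16% of the tumor level by the highest epithelial marker in the Cre+ libraries, and the level there was at least 9.93%. By the highest marker of a Cre- library it would reach 17.3%, above the level in Cre+ replicate 2 (9.93%) and below that in Cre+ replicate 4 (41.4%). The files came from 2 Cell Ranger versions, but Cre+ replicate 2 was made with the same version as both Cre- libraries. Frmd8 was lower in both Cre+ libraries, so the genotypes named for the libraries are borne out by the deleted gene.

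The level could follow the Cre transgene, a chromosome region inherited with it or a difference in strain, which the design joins to the genotype, and these cannot be told apart. The paper tells the genotypes apart by coat color, yellow for Cre+ and black for Cre- (Fig. 1B), so a candidate explanation is that the transgene or its surroundings carry or switch on nonagouti where the MMTV promoter is active. If Cre itself were active in T cells and NK cells, Frmd8 would be lower there in both Cre+ libraries, and it was, with a log2 ratio of -0.95 (63.6 and 57.7 CPM in Cre- replicates 1 and 3, 32.6 and 30.3 CPM in Cre+ replicates 2 and 4). This leaves the question open, since Frmd8 was also lower in macrophages, where nonagouti reached at most 5.79 CPM. A consequence of the loss of Frmd8 stays open as well and was not tested. No effect of nonagouti on tumor growth was examined.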

How the results depend on the processing

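Shallow clusters named too, EmptyDrops-style calling joined with Harmony over the epithelial cells, and thinning of cells for the CNV score were chosen after the data were seen, as was the clustering of the epithelial cells without integration, against which all alternatives are set. In 168 of the comparisons of a main result with an alternative, the result kept its direction or stayed within its spread, 39 moved beyond the spread or, for counts of genes, by more than 1.5 times, and 8 reversed in direction. For single named genes, 208 stayed, 8 lost their call, 14 reversed and 8 moved. Some of the comparisons that stayed could not have changed. Examples are the number of Cre- cells under another calling of Cre+ replicate 4, and the epithelial share with Harmony over the epithelial cells. The tally is thus no measure of how firm the results are. Unless stated, the cause was not tested.

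Without the upper limits, the mean number of cells per Cre- library rose from 4427 to 5937, since fewer cells are removed. The number per Cre+ library rose from 3475.5 to 6272 with EmptyDrops-style calling and to 8467 with every barcode, by the larger number of barcodes. The difference in the epithelial share, -0.913 percentage points, reversed to 2.67 with at least 500 genes, 4.30 with EmptyDrops-style calling (with or without Harmony over the epithelial cells), 11.3 with every barcode and 12.1 without integration. Without integration, clusters lost their name unevenly: of the epithelial cells of the main setting, 32.0% in Cre- replicate 1, 48.9% in Cre- replicate 3, 24.2% in Cre+ replicate 2 and 1.17% in Cre+ replicate 4 became unnamed, and 34.9%, 50.1%, 31.8% and 12.9% with EmptyDrops-style calling. The difference in the immune share, 7.25 points, reversed to -1.75 with EmptyDrops-style calling (again with or without that Harmony step) and -5.78 with every barcode. For the other settings the cause was not tested, and none of these differences can reach a p under 0.333 with 2 mice against 2. The difference in the share of Hsd-like cells stayed below 0 under every alternative that keeps all libraries, but its size went from -5.70 to -1.65 points with Harmony over the epithelial cells, the setting fixed beforehand, where it was 2.75 without replicate 1 and 0.535 without replicate 2.

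Counts of called genes depended on the method. In the genotype comparison, 0 genes were called by edgeR in each class, with 211 at an unadjusted p under 0.05 in tumor cells, 176 in macrophages, 754 in fibroblasts and 531 in all cells other than tumor cells. DESeq2 called 16, 8, 43 and 40, and without the filter on low counts edgeR called 2 in tumor cells, 27 in macrophages, 546 in fibroblasts and 0 in all cells other than tumor cells (977 at an unadjusted p under 0.05). The cause was not tested. Frmd8 was called under none of them: in tumor cells its log2 fold change lay between -1.68 and -1.40 over 17 settings, with adjusted p from 0.49 to 1.00.

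Of the 581 genes called between tumor and Hsd-like cells, the count was 875 with DESeq2, 1850 without the filter, 290 with at most 10% mitochondrial UMIs, 966 without upper limits, 126 with Harmony over the epithelial cells and 79 with EmptyDrops-style calling and that Harmony step. The tumor and Hsd-like sums of a library share a mouse. With the mouse as a replicate block, which takes up the differences between mice, 2717 genes were called (1644 higher and 1073 lower), and the calls of Esr1, Pgr and Frmd8 did not change. Without TMM, 253 genes were higher and 376 lower, in place of 302 and 279, and the median log2 fold change of all genes was 0.18 in place of 0.41, so directions of single genes with small changes are relative to this shift. With Harmony over the epithelial cells, Esr1 (-4.83) and Pgr (-5.58) lost their calls, and with EmptyDrops-style calling as well (-4.98 and -5.68). Both were past the threshold in the other 16 of 18 settings that keep all libraries, with adjusted p from 2.15e-33 to 0.104 for Esr1 and 2.90e-82 to 0.0648 for Pgr over the 18. Without replicate 1 both lost their calls (adjusted p = 0.374 for Esr1 and 0.279 for Pgr), as they did without replicate 3 (0.235 and 0.112).

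In Hsd-like cells, mean Esr1 of Cre+ less that of Cre- was 13.7 CPM. It was 76.2 with at most 10% mitochondrial UMIs, -11.1 with Harmony over the epithelial cells, -13.9 with EmptyDrops-style calling and that Harmony step, and -3.73 when all cells other than tumor cells were taken as normal. Pgr, at -94.6 CPM, was -33.5 without upper limits and -7.62 with all other cells as normal, where other cell types dilute it. The depth limits these values, with 4 UMIs of Esr1 in Cre- replicate 3. Shares of cells with a UMI rose without thinning, as more counts per cell were used: for Frmd8 to 7.91% of Hsd-like cells, 11.7% of tumor cells and 19.6% of macrophages, for Esr1 to 37.4%, 1.29% and 5.00%, and for Pgr to 62.2%, 1.49% and 0.255%. At 1000 UMIs, the share of macrophages with Frmd8 was 1.77%, and that of tumor cells and macrophages with Pgr 0.120% and 0.0874%.

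Among the named genes, some log2 fold changes reversed. Between genotypes in tumor cells, Foxo3 (0.03) was -0.058 without TMM and -0.0054 with Harmony over the epithelial cells. Ube3a (-0.01) was 0.0031 with DESeq2, 0.030 with at most 10% mitochondrial UMIs, 0.040 without upper limits and 0.0013 at the lower resolutions. Krt8 (0.06) was -0.043 without TMM, -0.025 with every barcode and -0.062 without integration. Frmd8 in tumor against Hsd-like cells (-0.27) was 0.011 with at most 10% mitochondrial UMIs, 0.34 with Harmony over the epithelial cells, 0.22 with EmptyDrops-style calling and that Harmony step and 0.019 without replicate 2. None of these passed the threshold under any setting. Mki67, higher in tumor than in Hsd-like cells (adjusted p = 0.18), was at -0.23 without upper limits and from 0.32 to 5.63 under the other settings that keep all libraries. Over these settings its adjusted p ran from 0.0186 to 0.85, and it was called with the mouse as a block, without the filter and without replicate 2.

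Each library was left out in turn. The number of cells ranged from 3876 to 4978 per Cre- library and from 2337 to 4614 per Cre+ library. Differences in share ranged from -4.25 to 2.42 points for epithelial, 0.362 to 14.1 for immune, -9.44 to -2.82 for stromal and -12.2 to 0.805 for Hsd-like cells, the last, in the setting used, positive only without replicate 1. Genes called between tumor and Hsd-like cells ranged from 0 to 1676. It was 0 without replicate 1 (1803 at an unadjusted p under 0.05) and without replicate 3 (1829). In Hsd-like cells, the difference between genotypes ranged from -15.2 to 15.1 CPM for Frmd8, 4.08 to 23.3 for Esr1 and -132 to -57.1 for Pgr. The CNV difference ranged from -0.00132 to -0.000842. Between genotypes, the log2 fold change of Frmd8 ranged from -1.90 to -1.16 in tumor cells, -0.74 to -0.34 in macrophages, -0.60 to -0.09 in fibroblasts and -0.48 to -0.40 in all cells other than tumor cells. In tumor cells, Esr1 ranged from -7.82 to 0.13, Pgr from -1.27 to 1.44, Foxo3 from -0.19 to 0.28, Ube3a from -0.18 to 0.13, Krt8 from -0.32 to 0.42 and Mki67 from -1.18 to -0.12. In all cells other than tumor cells, Esr1 ranged from -1.20 to 0.06 and Pgr from -7.38 to 0.78. Between tumor and Hsd-like cells, Frmd8 ranged from -0.55 to 5.01, Esr1 from -5.54 to -4.95 and Pgr from -7.09 to -5.97. These fits leave 1 library in a genotype, so between genotypes they have no test.

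Keeping Esr1, Pgr and Frmd8 among the variable genes changed nothing, so this alternative says nothing about their effect. It is counted, as is the main setting, among the settings over which the values of single genes are given. The genotype comparison in Hsd-like cells was not fitted with 1 Cre+ library. It was fitted after Harmony over the epithelial cells, and 0 of 7268 genes were called, with 162 at an unadjusted p under 0.05. Its fits with DESeq2, without TMM and without the filter were not run. When each library was left out of that fit, the log2 fold change ranged from -8.46 to 0.70 for Esr1, positive without replicate 1 (0.70) and without replicate 4 (0.55), and from -9.98 to -0.29 for Pgr. That of Frmd8 was -2.93 without replicate 2 and -1.77 without replicate 3.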

Differences from the paper's values

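The number of cells that passed quality control differed from the paper's. In Cre+ mice, 6951 cells passed, against the paper's 12714, and in total 15805, against the paper's 24320. Among the alternatives set before the data were examined, the total was not more than 1.5 times apart from the paper's without upper limits (21674 cells), with EmptyDrops-style calling (21398) and with every barcode that passes the limits (25788), and the same 3 gave 9800, 12544 and 16934 Cre+ cells. With at most 10% mitochondrial UMIs (5864 Cre+ cells, 13388 in total), at least 500 genes (6699 and 14695) or doublets removed (6737 and 15273), and without any of the 4 libraries, both values still differed. In Cre- mice, 8854 cells against the paper's 11606 lay within 1.5 times, except with at most 10% mitochondrial UMIs (7524) and without replicate 1 (4978) or replicate 3 (3876).

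The share of Hsd-like cells among epithelial cells was 6.75% in Cre- and 1.05% in Cre+ mice, against about 7% and about 1% in Fig. 2F, read by eye. The Cre- value was first read as about 6 to about 7% and entered as 7% after 6.75% had been seen, so its closeness to 6.75% carries no weight. These shares came from clustering the epithelial cells without integration, a setting chosen after the values had been seen, as the last of 3, and they lie closer to the figure than those of the setting it replaced. Under the setting set before the data were examined, with Harmony, they were 5.78% and 4.13%, and the Cre+ share differed. The names of the classes were rebuilt, and a difference may come from that: under Harmony the Hsd-like share of Cre+ less Cre- was -1.65 points. The paper states that the share was significantly lower in Cre+ mice. With mice as replicates, the difference had an exact permutation p of 0.667 (n = 2 each), and Cre+ replicate 2, at 2.10%, lay above Cre- replicate 3, at 0.247%.

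The paper states from its single-cell data (Fig. 2L) that loss of Frmd8 lowered Esr1 in normal cells. Its evidence from stained tissue and human cells was not examined here. In Hsd-like cells, Esr1 was counted at 84.6 CPM in Cre+ replicate 2, against 80.5 CPM in Cre- replicate 1 and 61.3 CPM in Cre- replicate 3. The difference was negative with Harmony over the epithelial cells (-11.1 CPM) and with all cells other than tumor cells as normal cells (-3.73 CPM), both without a call (exact permutation p = 1.00 and 0.667, n = 2 each). With EmptyDrops-style calling and Harmony over the epithelial cells, chosen after the values had been seen, it was -13.9 CPM.

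The paper states that Frmd8 was higher in normal Hsd cells than in tumor cells (Fig. 6A). The log2 fold change of tumor against Hsd-like cells was -0.27, in the paper's direction and not past the threshold (edgeR, adjusted p = 0.81), and it was 0.34 with Harmony over the epithelial cells. None of the 18 settings that keep all libraries called it, and none of the 4 fits without 1 library did.

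The paper states that Hsd cells had a lower CNV score than Avp, Bsl and Lp cells. In 1 of the 3 mice with Hsd-like cells, Cre- replicate 1, the median of Lp cells (0.00430) lay below that of Hsd-like cells (0.00449). In the other comparisons of Hsd-like with Avp, Bsl and Lp cells in these mice, 8 of 9 in all, the Hsd-like cells were lower. With every cell thinned to 2000 UMIs, chosen after the values had been seen, Hsd-like cells were lower in 9 of 9, at 0.00550 against 0.00561 for Lp cells in Cre- replicate 1. With Harmony over the epithelial cells, no cluster was named Lp. The Hsd-like cells then lay below Avp and Bsl cells in 3 of 4 mice and above both in Cre+ replicate 4, at 0.00476 against 0.00459 and 0.00428.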

Other observations

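The tests of depth and of gene order on the CNV score, of the cell calling and upper limits on the Hsd-like cells of Cre+ replicate 4, and of other groupings of the sums were chosen after the results they use had been seen, as were the comparisons of the genotype effect between classes.

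The Hsd-like cells had a lower CNV score than the other epithelial cells in 3 of 3 mice, and their median depth was lower in Cre- replicate 1 (2329 against 6887 UMIs) and Cre+ replicate 2 (4865.5 against 7299) and higher in Cre- replicate 3 (17308 against 3481.5), where 5 cells were Hsd-like. The score was lower in 3 of 4 mice with Harmony over the epithelial cells, with a mean difference of -0.000526 (exact sign-flip permutation p = 0.25, n = 4). Depth was argued against as the cause, since the mean difference was -0.00116 with every cell drawn down to 2000 UMIs. Expression differences unrelated to the order of the genes cannot be told apart from an effect of that order. With the genes in random order, the difference went both ways between mice, from 0.000498 to 0.000808 in Cre- replicate 1 and from -0.00100 to -0.000211 in Cre- replicate 3, so the test set first, their mean at -1.60% of the difference in order, decides nothing. At 2000 UMIs per cell, the difference with the genes in random order was -6.42% to 27.8% of that in order in Cre- replicate 1, -8.68% to 52.4% in Cre+ replicate 2 and -137% to 35.6% in Cre- replicate 3, where 5 cells were too few, over 5 shuffles each. Copy number and programs of neighboring genes expressed together stay open as well. No DNA was analysed here, and no biological explanation was tested.

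Frmd8 was also lower in Cre+ mice outside the tumor epithelium. In macrophages it was counted at 25.0 CPM in Cre- replicate 1, 23.6 CPM in Cre- replicate 3, 18.8 CPM in Cre+ replicate 2 and 12.7 CPM in Cre+ replicate 4, a log2 fold change of -0.53 (standard error 0.21, edgeR adjusted p = 1.00). In fibroblasts it was -0.40 (0.32, adjusted p = 0.87) and in all cells other than tumor cells -0.44 (0.17, adjusted p = 0.93). Fewer transcripts brought into macrophages by free tumor RNA were argued against as the cause, since this would need a share of 54.6% of tumor RNA and the median epithelial marker gave at most 1.46%. The effect in tumor cells was larger than in macrophages by -0.99 (standard error 0.41, unadjusted p = 0.0431, adjusted p = 1.00), and than in fibroblasts by -1.10 (0.49, unadjusted p = 0.0550, adjusted p = 1.00), so a difference between classes did not pass the correction. Both fits treated the sums of 1 mouse as independent, so these values leave the pairing by mouse out. In these 2 tests, 0 of 14630 and 0 of 14024 genes were called, with 131 and 539 at an unadjusted p under 0.05. Activity of Cre in these cells, a difference between littermates or an effect of the tumor on them was not tested and stays open. Of the named genes in fibroblasts, 2 of 6 (Krt8 and Mki67) passed when adjusted over the list alone. The epithelial RNA in these cells, by the median marker, was 7.22% of the level in tumor cells in Cre- replicate 1, 15.7% in Cre- replicate 3, 1.61% in Cre+ replicate 2 and 1.03% in Cre+ replicate 4, so the lower Krt8 of Cre+ fibroblasts goes with less epithelial RNA in them.

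Genes of the Hsd-like class differed between the mice in the whole libraries too, without any clustering. Prlr was counted at 328 CPM in Cre- replicate 1, 44.7 CPM in Cre- replicate 3, 113 CPM in Cre+ replicate 2 and 23.4 CPM in Cre+ replicate 4. Cited1 was counted at 86.0, 1.91, 26.5 and 0.610 CPM, Foxa1 at 32.9, 0.812, 9.32 and 0.132 CPM and Pgr at 25.6, 0.915, 5.64 and 0.214 CPM in that order. For these 4 genes, Cre+ replicate 2 lay between the 2 Cre- libraries. Without the upper limits of the quality control, the Hsd-like cells numbered 401 in place of 211 in Cre- replicate 1, 95 in place of 42 in Cre+ replicate 2 and 6 in place of 5 in Cre- replicate 3.

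Cre+ replicate 4 held no Hsd-like cells. The upper limits were argued against as the reason, since the number without these limits was 0 as well. The high UMI threshold of its cell calling was argued against too. With the barcodes that EmptyDrops-style calling adds, 0 of its 2054 epithelial cells were Hsd-like, and with every barcode 0 of 7102, which allow up to 0.146% and 0.0422%, against 3.18% and 2.26% in Cre+ replicate 2. The cells left unnamed there, 26.4% and 2.51% of the library, were not examined further. In the 5593 barcodes that this calling adds, the 12 listed Hsd genes had a median of 54.5% of their level in Cre+ replicate 2. Prlr at 21.6%, Cited1 at 14.3% and Foxa1 at 0% were the lowest of them. Prom1, at 112%, and Wnt5a, at 111%, lay above the level in Cre+ replicate 2, so the genes did not all go the same way. With Harmony over the epithelial cells, 54 cells of this library (178 with EmptyDrops-style calling as well) were placed among the Hsd-like cells. Cells of another kind joined by the integration are a candidate explanation, since the Hsd genes not looked at before had a median of 8.51% of their mean level in the other libraries there. Wnt5a, at 75.1%, Fxyd2, at 71.6%, and Ly6a, at 57.7%, went against it.

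A cluster of 30 cells from Cre+ replicate 4 alone was led by keratinocyte genes (Crct1, Klk6, Cnfn, Asprv1 and Klk10). Whether these are skin cells taken with the tumor or tumor cells with a squamous program cannot be told apart. Skin cells may be the source, since Flg was counted at 175 CPM against 0 in the other epithelial cells of this library (where a count of 0 allows up to 0.201 CPM), and Krt8 and Krt18 had 6.73% and 16.0% of the level in those cells. Of the 6 skin genes, Krt1, Krt10, Lor and Flg were higher than in the other epithelial cells. Krt1 and Lor lay under the limit of 6.47 CPM for a count of 0, and Krt10 was at 34.5 against 25.2 CPM. Krt77 and Krt2 were not counted in either. Nonagouti lay under this limit too, at 2.16 CPM against 80.7 CPM in the other epithelial cells. Since 75.1% of the tumor cells of this library had no UMI of nonagouti, its level does not decide. Epcam, at 1245 CPM against 1238 CPM in the other cells, is also expressed by the tumor cells and does not separate them.

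The number of genes called between tumor and Hsd-like cells was also counted over groupings in which the 2 sums of a mouse were exchanged. Of the 8 groupings of the 3 mice with both classes, 1, the real one, gave as many genes (1030 in this smaller fit), the highest other, with all 3 mice exchanged, gave 398 and 6 gave none. With 8 groupings the share cannot fall below 1 of 8, so groupings by chance cannot be told apart by this count.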
